# Intestinal differentiation involves cleavage of histone H3 N-terminal tails by multiple proteases

**DOI:** 10.1093/nar/gkaa1228

**Published:** 2021-01-04

**Authors:** Karin Johanna Ferrari, Simona Amato, Roberta Noberini, Cecilia Toscani, Daniel Fernández-Pérez, Alessandra Rossi, Pasquale Conforti, Marika Zanotti, Tiziana Bonaldi, Simone Tamburri, Diego Pasini

## Abstract

The proteolytic cleavage of histone tails, also termed histone clipping, has been described as a mechanism for permanent removal of post-translational modifications (PTMs) from histone proteins. Such activity has been ascribed to ensure regulatory function in key cellular processes such as differentiation, senescence and transcriptional control, for which different histone-specific proteases have been described. However, all these studies were exclusively performed using cell lines cultured *in vitro* and no clear evidence that histone clipping is regulated *in vivo* has been reported. Here we show that histone H3 N-terminal tails undergo extensive cleavage in the differentiated cells of the villi in mouse intestinal epithelium. Combining biochemical methods, 3D organoid cultures and *in vivo* approaches, we demonstrate that intestinal H3 clipping is the result of multiple proteolytic activities. We identified Trypsins and Cathepsin L as specific H3 tail proteases active in small intestinal differentiated cells and showed that their proteolytic activity is differentially affected by the PTM pattern of histone H3 tails. Together, our findings provide *in vivo* evidence of H3 tail proteolysis in mammalian tissues, directly linking H3 clipping to cell differentiation.

## INTRODUCTION

Histones are the principal protein components of chromatin. Their N-terminal regions protrude from the globular core of nucleosomes, are rich in lysine and arginine residues and serve as substrate for a complex pattern of regulatory post-translational modifications (PTMs) central to most biological processes (1), including a variety of human diseases like cancer, metabolic and neurological disorders, as well as inflammation (2).

Several studies reported that proteolytic cleavage of histones N-terminal tails is mediated by the activity of nuclear peptidases. This was termed clipping and is conserved across species from ciliates to mammalian cells. Histone H2A clipping activity was observed in the mid 70s in calf thymus chromatin (3) and considered a mechanism to facilitate transcription and replication (4). Clipping of the first six N-terminal residues of histone H3 was described in *Tetrahymena* a few years later and functionally linked to conjugation (5,6). Since then, the active enzymatic cleavage of the histones tails has been envisaged as a rapid way to change epigenetic settings upon specific stimuli (7).

H3 clipping has been described in different mammalian cell types such as embryonic stem cells (ESCs) (8,9), senescent fibroblasts and melanocytes (10), peripheral blood mononuclear cells (PBMCs) (11), Raji cells (12) and hepatocytes (13). All these studies were aimed to identify the enzymes, the cleavage sites or the cellular processes involved. Counterintuitively, the described endopeptidases were biochemically unrelated and were not part of the same protease family, suggesting high promiscuity for histone tail cleavage (14–16). In particular, H3 clipping has been frequently associated with cellular differentiation in several *in vitro* contexts. This included mouse and human ESC exposed to retinoic acid or osteoblasts treated with Receptor activator of nuclear factor kappa-B ligand (RANKL) (17). Each study identified several cleavage sites and different enzymes with clipping properties. The cysteine protease Cathepsin L was described for mESCs, while an undefined serine protease was associated with hESC. Clipping in osteoclastogenesis was linked to the extracellular matrix metalloprotease MMP-9 (8,9,17). Furthermore, Cathepsin L has been described to cleave the first 21 residues of the histone variant H3.3 during the senescence of human fibroblasts and melanocytes (10). Thus, histone H3 clipping seems to preferentially involve metallo, serine or cysteine proteases acting on the same substrate in specific contexts. More recently, the Jumonji C domain (JmjC) containing subfamily members JMJD5 and JMJD7 were also described to retain protease activities for arginine methylated histones tails (18,19).

The intestine is composed of a simple columnar epithelium that, leaning on lamina propria and muscularis mucosae, forms a continuous and relatively impermeable membrane. Its fast renewal rate sustains homeostasis in a highly challenging environment and relies on cell division, maturation, and migration sustained by proliferative stem cells (ISC) that reside at the bottom of epithelial invaginations called crypts of Lieberkühn (20,21). The main function of the small intestine, which is mainly composed of enterocytes, is to maximize absorption. Enterocytes differentiate by migrating away from the crypt bottom, populating the intestinal villi to create an absorptive surface for fluids and nutrients. At the tip of the villi, older cells die for apoptosis and shed off into the lumen.

Here, we report for the first time that the N-terminal tail of histone H3 undergoes extensive proteolytic cleavage specifically in the differentiated compartment (villi) of the mouse small intestinal tract. We demonstrate that Cathepsin L and Trypsins coordinate together H3 cleavage both *in vivo* and in 3D organoid cultures. These proteases showed a differential sensitivity for native nucleosomal substrates *in vitro* and played a role in organoid maturation. Overall, our findings uncover a mechanism for *in vivo* H3 clipping in mammalian adult tissue and suggest the involvement of the enzymatic removal of histone tails in the homeostasis of adult tissues.

## MATERIALS AND METHODS

### Animal procedures

Mice were housed according to the guidelines set out in Commission Recommendation 2007/526/EC, 18 June 2007. All experiments were performed in accordance with the Italian Laws (D.L.vo 116/92 and following additions), which enforces EU 86/609 Directive (Council Directive 86/609/EEC of 24 November 198).

### Tissue purification and 3D cultures

Small intestines were flushed in ice-cold PBS with P.I.C. (1:200, Protease Inhibitor Cocktail III, #539134, Calbiochem) and opened longitudinally. Villi were scraped using glass coverslips and collected in ice-cold PBS with P.I.C. Crypts-containing tissue was cut into small pieces and collected in ice-cold PBS. After two sequential incubations in cold PBS/EDTA (20 min in 1 mM EDTA and 45 min in 5 mM EDTA), crypts were released by mechanical disaggregation. In experiments with fixed and frozen samples, after animal death, organ withdrawn and fast flush of the intestinal lumen with cold PBS1/P.I.C., villi were scraped and fixed with 4% formaldehyde or flash-frozen into liquid nitrogen (1–2 min for each procedure). Both samples were then lysed in urea buffer (25 mM Tris pH 6.8, 6 M urea, 1 mM EDTA, 10% glycerol). Minigut cultures were performed according to (22). Briefly, purified crypts were plated 800 cells/40 μl Matrigel (BD Biosciences) in 24-well plates. Miniguts were cultured in Advanced DMEM/F12, supplemented with 10 mM HEPES, 2 mM GlutaMax, antibiotics, N2, retinoic acid-free B27 supplements (all from Invitrogen), 1.25 mM *N*-acetyl cysteine (Sigma), 50 ng/ml EGF (Preprotech), 100 ng/ml Noggin (Preprotech), mRSPO1 (homemade), recombinant Wnt3a (homemade), 10 μM Jagged1 peptide (AnaSpec), and 10 μM Y-27632 (Selleck Chemicals). Growth factors were added by replacing the medium daily. Protease inhibitors were added from the day after plating: E64 (1.2 μM final) and/or soybean trypsin inhibitor (SBTI) (1.2 mM final), or Z-VAD-fmk (10 μM and 20 μM).

### Cell extract preparation from villi

Total cell extracts were prepared in S300 buffer (20 mM Tris pH 8.0, 300 mM NaCl, 10% glycerol, 0.2% Igepal). After 20 min incubation on ice, following centrifugation (13 000 rpm, 10 min, 4°C), pellets containing endogenous histones were lysed in urea buffer (25 mM Tris pH 6.8, 6 M urea, 1 mM EDTA, 10% glycerol), sonicated and boiled immediately with SDS-Laemmli sample buffer. Cytosolic and nuclear extracts were prepared with Nuclear Prep buffer (10 mM Tris pH 8.0, 100 mM NaCl, 2 mM MgCl, 300 mM sucrose, 0.2% Igepal) on ice for 5 min. Nuclei were isolated by centrifugation (2500 rpm, 10 min, 4°C). Nuclei were washed once in Nuclear Prep buffer, lysed in S300 buffer, incubated on ice for 20 min and centrifuged for 10 min at 13 000 rpm at 4°C. Protease inhibitors were omitted when used for *in vitro* assays.

### Histone digestion for mass spectrometry

20 μg of chromatin bound fraction from intestinal villi were separated on a 17% SDS-PAGE gel. For in-gel digestions, bands corresponding to the full-length and clipped forms of histone H3 were separately excised, chemically acylated with propyonic anhydride and in-gel digested with trypsin. The digestion was performed as previously described (23), with the exception that the extraction of the digested peptides from the gel was performed with acetonitrile 50% and 100%. The samples were concentrated to a volume below 3 μl, diluted to 9 μl with water and derivatized with phenyl isocyanate for 1.5 h, using a protocol adapted from (24). After the digestion, the peptides were mixed with peptides derived from the digestion of heavy-labeled histone H3 (generated as previously described (23,25)), which was used as an internal standard for quantification. The samples were then desalted on handmade StageTips columns (23).

### LC–MS/MS analysis of histone PTMs

Peptide mixtures were separated by reversed-phase chromatography on an EASY-Spray column (Thermo Fisher Scientic), 25-cm long (inner diameter 75 μm, PepMap C18, 2 μm particles), which was connected online to a Q Exactive Plus instrument (Thermo Fisher Scientific) through an EASY-Spray™ Ion Source (Thermo Fisher Scientific). Solvent A was 0.1% formic acid (FA) in ddH2O and solvent B was 80% ACN plus 0.1% FA. Peptides were injected in an aqueous 1% TFA solution at a flow rate of 500 nl/min and were separated with a 50-min linear gradient of 10–45% of solvent B, at a flow rate of 250 nl/min. The Q Exactive HF instrument was operated in the data-dependent acquisition (DDA) mode to automatically switch between full scan MS and MS/MS acquisition. Survey full scan MS spectra (*m*/*z* 300–1350) were analyzed in the Orbitrap detector with a resolution of 70 000 at *m*/*z* 200. The 12 most intense peptide ions with charge states between 2 and 4 were sequentially isolated to a target value for MS1 of 3 × 10^6^ and fragmented by HCD with a normalized collision energy setting of 28%. The maximum allowed ion accumulation times were 20 ms for full scans and 80 ms for MS/MS, and the target value for MS/MS was set to 1 × 10^5^. The dynamic exclusion time was set to 20 s, and the standard mass spectrometric conditions for all experiments were as follows: spray voltage of 1.8 kV, no sheath and auxiliary gas flow.

### Histone PTM data analysis

The acquired RAW data were analyzed using Epiprofile 2.0 (26), selecting the SILAC option, or manually, as described (23). For each histone modified peptide, the % relative abundance (%RA) was estimated by dividing the area under the curve (AUC) of each modified peptide for the sum of the areas corresponding to all the observed forms of that peptide and multiplying by 100. Light/heavy (L/H) ratios of %RA were then calculated. The AUC values for all the samples analyzed are reported in Supplementary Table S1. The levels of H3.1/2 and H3.3 were calculated by using peptide 27–40, which differs in one amino acid in H3.3 and is thus distinguishable by MS. The sum of AUCs for all the differentially modified forms of peptides 27–40 in the light and heavy channels were used to calculate a L/H AUC ratio, which was then normalized over the full-length form of histone H3.1/2 or H3.3.

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed according to standard protocols as described previously (27). Briefly, 1% formaldehyde cross-linked chromatin was sheared to 500–1000 bp fragments by sonication and incubated overnight in IP buffer (33 mM Tris–HCl pH 8, 100 mM NaCl, 5 mM EDTA, 0.2% NaN3, 0.33% SDS, 1.66% Triton X-100) at 4°C with the indicated antibodies (Supplementary Table S2). For histone modifications, 180 μg of chromatin supplemented with 5% spike-in of S2 Drosophila chromatin (prepared in the same manner) and 5 μg of antibodies were used. The next day, chromatin lysates were incubated for 3 h with protein-A Sepharose beads (GE Healthcare). Beads were washed 3 times with low-salt buffer (150 mM NaCl, 20 mM Tris–HCl pH 8, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) and one time with high-salt buffer (500 mM NaCl, 20 mM Tris–HCl pH 8, 2 mM EDTA, 0.1% SDS, 1% Triton X-100), and then resuspended in decrosslinking solution (0.1 M NaHCO_3_, 1% SDS) overnight. DNA was purified with QIAquick PCR purification kit (QIAGEN) according to manufacturer's instructions. DNA libraries were prepared with 2–10 ng of DNA using an in-house protocol (28) by the IEO genomic facility and sequenced on an Illumina HiSeq 2000.

### ChIP-seq

Spiked-in ChIP-seq libraries (ChIP-Rx) were aligned to the mouse reference genome mm10 and fly reference dm6 using bowtie v1.1.2 (29) with parameters -k1 -I 10 -X 1000 –best. PCR duplicates were removed using samblaster (30). Ambiguous reads mapping to both mm10 and dm6 were discarded. For H3K27me3, H3K4me1, H3K4me3 and H3K9me3 peaks were called using MACS2 v2.1.1 (31) with parameters -f BAMPE–keep-dup all -m 10 30 -p 1e-10. To normalize for differences in sample library size, a scaling factor for each sample was calculated as described in (32) and was applied during BigWig file generation with the parameter –scaleFactors from bamCompare (deeptools 3.1) (33) with a bin size of 50. Deeptools 3.1 was also used to produce heatmaps with the functions computeMatrix and plotHeatmap. To create genome-wide scatter plots of ChIP-seq signal, the function multiBigwigSummary from deeptools 3.1 was used to create a matrix of 10 kb non-overlapping bins for every sample, using the bigwig files obtained with the procedure explained above.

### Nucleosome purification (MNase)

10^7^ 293T cells were washed in ice-cold PBS, resuspended in 5 ml buffer B (15 mM Tris pH 7.6, 15 mM NaCl, 60 mM KCl, 2 mM EDTA, 0.5 mM EGTA, 300 mM sucrose, 1 mM DTT, P.I.C.) and lysed adding 5 ml of lysis buffer (buffer B with 0.4% NP40). Samples were incubated 5 min on ice and nuclei collected by centrifugation (1500 rpm, 5 min, 4°C), washed twice in 10 ml buffer D (15 mM Tris pH 7.6, 15 mM NaCl, 60 mM KCl, 300 mM Sucrose), resuspended in MNase buffer (20 mM Tris pH 7.6, 5 mM CaCl_2_) and digested with 3 U/ml of MNase (Roche) at 37°C for 100 min. The reaction was stopped with EDTA (10 mM final). Nucleosomes were checked by Coomassie stained SDS-PAGE (17%) and agarose gel (1%).

### *In vitro* clipping assay

Extracts were incubated for 1–2 h at 37°C in S300 buffer with 350 nmol of nucleosomes in 30 μl total volume and analysed by immunoblotting. Protease inhibitors were added to the reaction before substrate addition (list available in Supplementary Table S2).

### Chromatography

Villi nuclei (15 mice) were resuspended in 10 ml of S300 buffer, incubated on ice for 20 min and clarified (13 000 rpm, 20 min, 4°C). Supernatant was filtered (0.45 μm), diluted 10× with a dilution buffer (20 mM Tris pH 8.0, 10% glycerol), and loaded on a Resource Q (GE Healthcare, 1 ml) linked in serie to a Resource S (GE Healthcare, 1 ml) equilibrated in Res buffer (20 mM Tris pH 8.0, 0.5 mM EDTA, 30 mM NaCl, 1 mM DTT). Columns were eluted separately with 75, 150, 225, 300, 400, 500 mM NaCl Res buffer over 30 CV in total. 20 μl of each fraction were used for *in vitro* assay.

### Immunopurification and depletions

500 μg of villi nuclear extracts were incubated with 3 μg of antibodies overnight at 4°C on a rotating wheel. Antibodies were recovered with protein G or A sepharose beads for 2 h at 4°C. After retrieval of the not bound fraction, beads were washed 3–5 times in S300 buffer and boiled in SDS-Laemmli.

### Immunofluorescence

Mouse small intestine was collected and fixed with 4% paraformaldehyde (PFA) for 2 h at 4°C. The tissue was then cryopreserved in 30% sucrose overnight, embedded in O.C.T. (Thermo Scientific 12678646) and cut at 5 μm in thickness. The tissue sections were incubated in PBS containing 0.5% Triton X-100 with 1% BSA and 10% normal goat serum (1 h at RT) to block nonspecific antibodies. Slides were then incubated with H3K14ac specific antibody (1:200 dilution) overnight at 4°C, washed in PBS and incubated for 1 h at room temperature in the dark with secondary fluorescent antibody Alexa Fluor 488 (Jackson ImmunoResearch). Cell nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI, 1:3000, Sigma Aldrich), and finally sealed with Mowiol 4-88 (Sigma Aldrich). Images were taken with Leica DM6B microscope.

### Antibodies

The list of antibodies is available in Supplementary Table S2.

## RESULTS AND DISCUSSION

### Intestinal villi present extensive histone N-terminal tail clipping *in vivo*

Histones isolated from intestinal villi (Figure 1A) showed faster migrating bands when immunoblotted with antibodies recognizing the C-terminal portion of the four different histone proteins (Figure 1B). This suggests that different histones undergo N-terminal proteolytic cleavage (clipping) in the differentiated fraction of the intestinal epithelium. Among them, while histone H2A did not present any cleaved forms (Figure 1B and C), histone H3 resulted to be the most affected (∼25%, Figure 1C).

**Figure 1.**
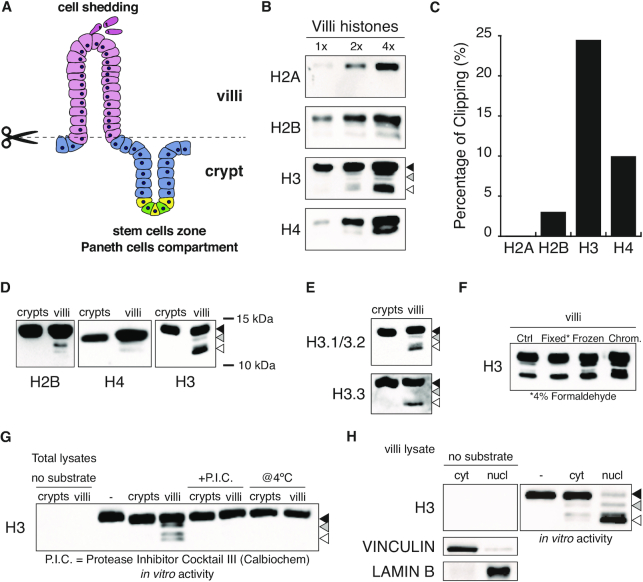
Histones N-terminal tails are cleaved in the differentiated cells of the mouse intestine. (**A**) Schematic representation of the intestinal epithelium architecture. In pink are depicted the villi enterocytes, in blue the crypts cells, in green the intestinal stem cells (ISCs), in yellow, Paneth cells. (**B**) Western blot analysis of histones extracted from the villi fraction of the intestinal epithelium. Three dilutions were loaded on SDS-PAGE gel to gauge the linearity of the antibodies. The arrow heads indicate the full length (black), intermediate (gray) and fully truncated (white) histone H3 forms. (**C**) Percentage of the truncated forms relative to the full length counterpart for each histone calculated by intensity of the western blot analysis shown in (B). (**D**) Western blot analysis of endogenous histone H2B, H4 and H3 extracted from intestinal crypt or villi. (**E**) Western blot analysis of endogenous histone H3 variants, H3.1/3.2 and H3.3, extracted from intestinal crypt or villi. (**F**) Western blot analysis of histone H3 on total extracts from normal (Ctrl), previously fixed in 4% formaldehyde (Fixed), flash frozen (Frozen) purified villi cells and villi chromatin bound fraction (Chrom.). (**G**) Clipping *in vitro* assay performed on nucleosomes purified from 293T cells. 30 ug of crypt or villi total extract were incubated with unclipped nucleosomes for 2 h at 4 or 37°C. Protease Inhibitor Cocktail III from Calbiochem (P.I.C.) actively inhibits histone H3 clipping at 37°C when added to the reaction mix. (**H**) Clipping *in vitro* assay performed as in (G) using equal ratio of cytosolic or nuclear villi extracts. Vinculin and lamin B were used as fractionation controls.

We tested whether proteolytic histone cleavage was specific for the villi fraction. Western blot analysis on crypts and villi extracts demonstrated that clipping of H3, H2B and H4 was restricted to the villi compartment, with H3 clipping being highly detectable with the H3.1/.2 or H3.3 variants being similarly affected by this proteolysis (Figure 1D and E). Based on the size of the fastest migrating band, we estimated that the H3 tail loses approximately up to 20 N-terminal residues (Figure 1D, F and Supplementary Figure S1A). The intestinal lumen is rich in proteases and it is well known that the time from explant affects cell death which gradually expands from the tip to the bottom of the villi (34). To exclude that proteolysis could be a consequence of sample manipulation, we either fixed with formaldehyde or flash-froze into liquid nitrogen the isolated villi immediately upon explant to inactivate any enzymatic activity. Western blot analyses showed that H3 proteolytic cleavage was fully preserved in these conditions (Figure 1F), demonstrating that H3 clipping occurs *in vivo* in the villi differentiated compartment.

To further characterize such activity, we have set up an *in vitro* assay in which native nucleosomes were incubated with protein extracts of different sources. Using villi vs. crypt extracts, we demonstrated that the proteolytic activity was present specifically in the differentiated portion of the small intestine (Figure 1G). Moreover, the subcellular fractionation of enterocytes (the most abundant cell type of villi) demonstrated that H3 proteolytic activity is preferentially localized in the nucleus (Figure 1H). No nuclear proteolytic activity was observed on either H2B or H4 substrates (Supplementary Figure S1B) suggesting that H3 is the preferential substrate for intestinal histone N-terminal proteolysis. Overall, these results demonstrate that *in vivo* H3 N-terminal truncation is catalysed by villi-specific nuclear proteolysis.

### Histone H3 clipping is coordinated by multiple activities able to sense the chromatin environment

To characterize this activity, we set up a tandem purification system based on ion exchange chromatography to fractionate the villi nuclear extracts (Figure 2A). Nuclear extracts were loaded on anion and cation exchange resins sequentially (Figure 2A). Loaded columns were eluted individually applying a similar gradient of increasing ionic strength and tested for *in vitro* activity on native nucleosomes. Distinct peaks of proteolytic activity were eluted from both resins, suggesting that multiple activities could be involved in H3 clipping (Figure 2B and C). Representative fractions were selected and their activity tested on native vs. recombinant nucleosomes. While anion exchange (Res Q) active fractions were able to cleave H3 from native and recombinant nucleosomes to a similar extent, fractions selected from the cation exchange column (Res S) were less efficient in processing the native nucleosomal substrate (Figure 2D). This suggests that the eluted activities have distinct properties that could result in different sensitivities, for instance in the pattern of histone post-translational modifications (PTMs). Accordingly, we performed a mass spectrometry (MS) analysis of H3 modifications on histones extracted from villi, revealing selectivity for specific histone PTMs *in vivo* (Figure 3A, Supplementary Figures S2A, S2B and Table S1). While the H3:3–8 peptide (containing H3K4 and its modifications) was excluded from the analysis as intrinsically challenging for reliable MS detection, we found that other N-terminal PTMs (H3K9me2/3) were less abundant in the full length H3 with respect to its truncated form, echoing the loss of the N-terminal tail itself (Figure 3B). Acetylations of H3 appeared to be more abundant on the truncated forms of H3 (Figure 3C). Western blot analyses validated these results revealing that H3K14ac was only present in the intermediate H3 truncations but not detected neither on the full length H3 of villi nor on histone H3 purified from crypts (Figure 3C). This result suggests a mechanism in which proteolytically cleaved histone tail may stimulate *de novo* deposition of PTMs, creating a direct crosstalk between histone clipping and PTMs deposition. Alternatively, certain PTMs may foster the proteolytic processing of H3 and give rise to a feed-forward regulatory loop.

**Figure 2.**
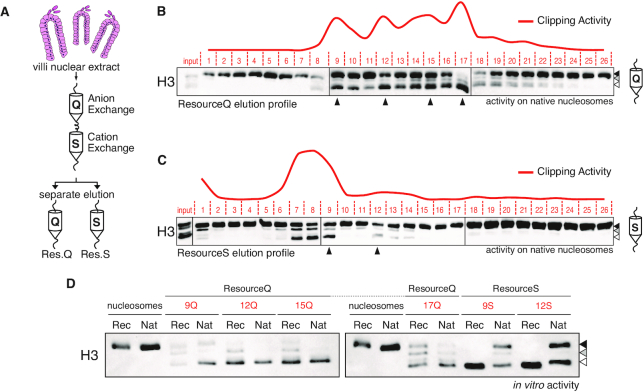
Histone H3 clipping in intestinal villi involves multiple proteases. (**A**) Schematic representation of the purification protocol. (**B, C**) Elution profiles of the quantified *in vitro* activity obtained by incubating the same amount of anion (B) and cation (C) exchange fractions with unclipped native nucleosomes for 2 h at 37°C (red curve). Arrow heads indicated fractions used in further reactions. (**D**) Clipping activities of chosen fractions (arrowheads in B and C) on recombinant or native nucleosomal substrates.

**Figure 3.**
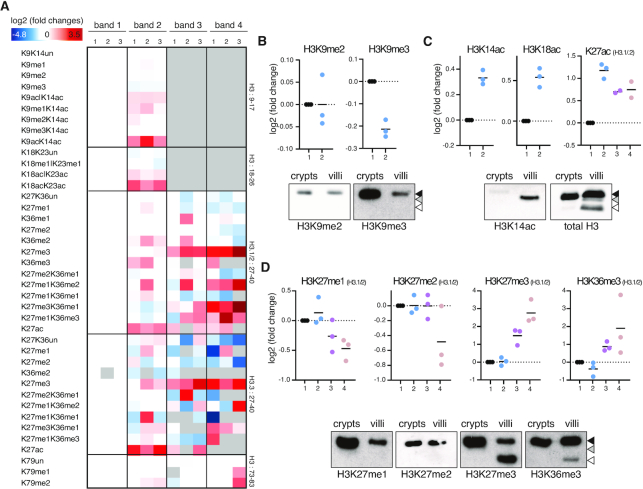
Mass Spectrometry analysis of histone H3 clipping in villi. (**A**) Heatmap display of histone PTM levels in the full-length (band 1) and clipped (bands 2–4, see Supplementary Figure S2A) forms of histone H3. L/H (light/heavy) relative abundances ratios were obtained using a spike-in strategy (light channel: sample, heavy channel: spike-in standard), and were normalized over the PTM levels in full-length histone H3. The gray color indicates peptides that were not quantified. 1, 2, 3: biological replicates. (**B–D**) Interleaved scatter plot display of the data shown in A for selected PTMs and Western blot analyses of crypts and villi histone H3 with the indicated antibodies, specific for H3 PTMs.

Finally, different H3K27 methylation forms showed distinct patterns. While mono- and di-methylations were enriched on the full length H3, H3K27me3 showed an opposite behaviour being more abundant on the truncated forms, similar to H3K36me3 distribution observed by MS (Figure 3D, Supplementary Figures S2C and D). Importantly, these effects occurred with the same efficiency on different histone H3 variants (Supplementary Figures S2B and D). Altogether these observations point to the existence of multiple endopeptidases that can target histone H3 for proteolytic N-terminal cleavage with the ability to sense the modification status of nucleosomes.

Since the truncated forms of histone H3 are fully retained into chromatin (Figure 4A), we performed ChIP-RX sequencing analyses in crypts and villi to obtain a genome-wide view of clipped PTMs. 

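Chromatin of mouse small-intestinal crypts and villi was immunoprecipitated with antibodies against 5 histone H3 modifications and sequenced together with the input of each compartment, which gave 12 libraries. ChIP-Rx is ChIP-seq with chromatin of another species added in a known share, here 5% of Drosophila S2 chromatin, against which signal can be scaled between samples. The methods give 180 μg of chromatin, 5 μg of antibody and 3 h on protein-A beads for each immunoprecipitation, whereas the sample labels give 250 mg of chromatin, 5 mg of antibody and 4 h on protein-G beads. There was 1 library per compartment and modification, so the differences between crypts and villi have no replicate check and no p-value is given for them. The authors aligned read pairs to mm10 and to the fly genome with bowtie, removed PCR duplicates and reads that mapped to both genomes, and called peaks on each library with MACS2 at a p-value of 1e-10. The peak lists of 10 libraries were analysed here, whereas the inputs and the scaled signal tracks were not used. Each list gives the position of a peak on mm10 and a score without a header. From the stated threshold the score was taken as the authors' −log10 p-value, although a corrected value is not excluded. It was 10 or more for every peak and was used only to rank or filter peaks within a list. The lists hold no read counts, so the depth of the libraries is unknown from them, and the spike-in does not enter the calls. Peaks of crypts and villi were set against each other with bedtools and counted as shared when they overlapped by at least 1 bp. Shares are given with 95% Wilson intervals, which cover counting error only, and beside the mean of 100 shuffles of the peaks within their chromosomes.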

We selected H3 PTMs with specific functional properties and in which clipping was distinctly regulated (Figure 3). This included H3K27me3 and H3K4me3, which decorate promoter regions of repressed and active genes respectively; H3K4me1 which is enriched at enhancers; H3K9me2 with a broad genomic distribution and H3K9me3, which is enriched at heterochromatin sites (Figure 4B). 

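The position of the called peaks differed between the modifications. Of the H3K4me3 peaks, 73.4% in crypts (95% Wilson interval 72.8 to 74.1%) and 72.0% in villi (71.3 to 72.7%) lay within 1 kb of the transcription start site of a protein-coding gene in the GENCODE M21 annotation of GRCm38. For H3K27me3 these shares were 43.9% (42.8 to 45.0%) in crypts and 30.1% (29.4 to 30.9%) in villi. For H3K4me1 they were 31.1% (30.7 to 31.5%) in crypts and 28.4% (28.0 to 28.7%) in villi. Only 78 of the H3K9me3 peaks in crypts and 64 in villi were that close to a start site, which is 3.67% (2.95 to 4.56%) and 3.06% (2.41 to 3.89%). With the top 50% of the list by score, the H3K4me3 share in crypts rose to 96.3%. In the median, 45.5% of the bases of an H3K9me3 peak in crypts and 38.7% in villi were soft-masked as repeats in the reference sequence, against 9.94% and 9.81% for H3K4me3. Of all determined bases of the chromosomes, 36.4% were soft-masked, so the villi value for H3K9me3 was close to that of the whole genome. The Hox clusters were taken as known H3K27me3 domains. The Hoxa cluster, on chromosome 6 from 52155590 to 52260880, was covered by H3K27me3 peaks over 93.0% of its length in crypts and 95.7% in villi. The coverage in crypts and villi was 67.9% and 85.5% for Hoxb, 97.9% and 99.4% for Hoxc, and 86.9% and 90.9% for Hoxd. For H3K9me2, the lists hold 6 regions in crypts and 3 in villi, none of them shared, so its broad distribution is not described by called peaks.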

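The number of peaks was similar in both compartments for 3 of the 4 modifications compared. For H3K4me1, 54642 peaks covering 100.3 Mb were called in crypts and 55341 covering 101.8 Mb in villi. The lists of H3K4me3 hold 16489 peaks over 29.5 Mb in crypts and 16977 over 30.0 Mb in villi, and those of H3K9me3 hold 2126 peaks over 2.53 Mb and 2089 over 2.17 Mb. H3K27me3 was the exception, with 7611 peaks over 20.3 Mb in crypts and 13797 over 35.6 Mb in villi. The Jaccard index, the covered base pairs common to both compartments divided by those covered in either, was 0.795 for H3K4me3, 0.642 for H3K4me1, 0.499 for H3K27me3 and 0.270 for H3K9me3. With the top 50% of both lists by score, the index of H3K4me1 was 0.555 and the order of the 4 modifications was kept. Of the H3K4me1 peaks, 44666 in crypts (81.7%, 95% Wilson interval 81.4 to 82.1%) and 45455 in villi (82.1%, 81.8 to 82.5%) overlapped a peak of the other compartment, whereas shuffled peaks did so in 7.89% and 7.84% on average. Requiring that both peaks overlap by 50% of their length lowered these shares to 68.1% and 67.3%.

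**Figure D1:**
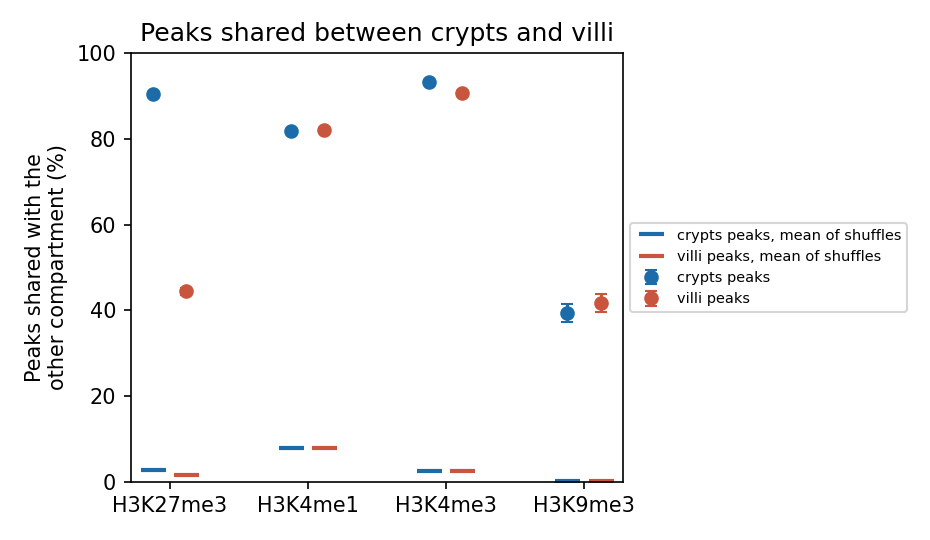
Share of peaks (%) of each modification that overlap a peak of the other compartment by at least 1 bp, for crypts and villi peaks, 1 library each. Points are the observed shares with 95% Wilson intervals and dashes the mean of 100 shuffles within chromosomes; the H3K4me1 points lie at 81.7% and 82.1% and their shuffles at 7.89% and 7.84%.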

As expected the different PTMs were specifically modulated in their localization across the crypts-villi axes that are consistent with changes in cell type composition (Supplementary Figure S3). H3K4me3 deposition remained essentially identical between the two compartments, in agreement with its role in marking both repressed (bivalent) and active promoters. 

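H3K4me3 had the highest share of shared peaks under each overlap rule tried. Of the crypts peaks, 15388 (93.3%, 95% Wilson interval 92.9 to 93.7%) overlapped a villi peak, and of the villi peaks 15386 (90.6%, 90.2 to 91.1%) overlapped a crypts peak, against a mean of 2.53% and 2.48% for shuffled peaks. The remaining peaks, 1101 in crypts and 1591 in villi, were narrower and weaker, with a median width of 571 bp in crypts and 613 bp in villi against 1658 bp and 1596 bp for shared peaks, and none of them ranked in the top 50% of its list. Where 1 crypts peak met 1 villi peak, the median log2 ratio of their widths, villi over crypts, was -0.03 over 14941 pairs, with quartiles of -0.17 and 0.11. Promoters of 12613 protein-coding genes carried an H3K4me3 peak in crypts and of 12658 in villi, and 12381 carried one in both. An overlap with H3K27me3, as at bivalent promoters, was found for 1612 H3K4me3 peaks in crypts (9.78%, 9.33 to 10.2%) and 1901 in villi (11.2%, 10.7 to 11.7%). Shuffled H3K4me3 peaks overlapped H3K27me3 between 189 and 271 times in crypts and between 350 and 445 times in villi. These counts depended on the score, since 44 H3K4me3 peaks in crypts and 113 in villi were left when only the top 50% of both lists was used. Of the 1612 peaks in crypts, 1444 (89.6%) had an H3K4me3 peak in villi and 1289 had both marks there.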

H3K9me3 instead showed the largest degree of variation consistent with its role in heterochromatin formation, thus highlighting a reorganization of chromatin between these compartments. 

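H3K9me3 had the lowest share of shared peaks. Of the crypts peaks, 837 (39.4%, 95% Wilson interval 37.3 to 41.5%) overlapped a villi peak, and of the villi peaks 870 (41.6%, 39.6 to 43.8%) overlapped a crypts peak, whereas shuffled peaks did so in 0.192% and 0.196% on average. The peaks found in 1 compartment only numbered 1289 in crypts and 1219 in villi. H3K9me3 stayed the least shared modification in both compartments under each of the 6 other settings. At equal rank this order was not kept throughout in villi. There, the 10% of peaks with the lowest score were shared in 11.0% for H3K27me3 and 23.0% for H3K9me3. When the top 50% of each list was set against the whole list of the other compartment, the shares were 53.6% in crypts and 55.2% in villi. Sharing fell with rank within the list. In crypts it was 84.9% (79.5 to 89.1%) in the 10% of H3K9me3 peaks with the highest score and 24.9% (19.6 to 31.1%) in the 10% with the lowest, and in villi 84.1% (78.6 to 88.5%) and 23.0% (17.8 to 29.1%). The highest score was 6786 in crypts and 6789 in villi, against a median of 12.8 in each list. No peaks were left out as sites where signal is called with several antibodies, so sharing at the top of the lists need not reflect H3K9me3 itself. At 776 pairs of 1 crypts and 1 villi peak, the median log2 width ratio was -0.16, with quartiles of -0.62 and 0.15. Among peaks without a counterpart, the highest score in crypts lay on chromosome 6 from 124552505 to 124553335, outside genes and 10145 bp from C1s1. In villi it lay on chromosome 3 from 5860370 to 5860766, 109074 bp from the nearest protein-coding gene, Gm8797.

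**Figure D2:**
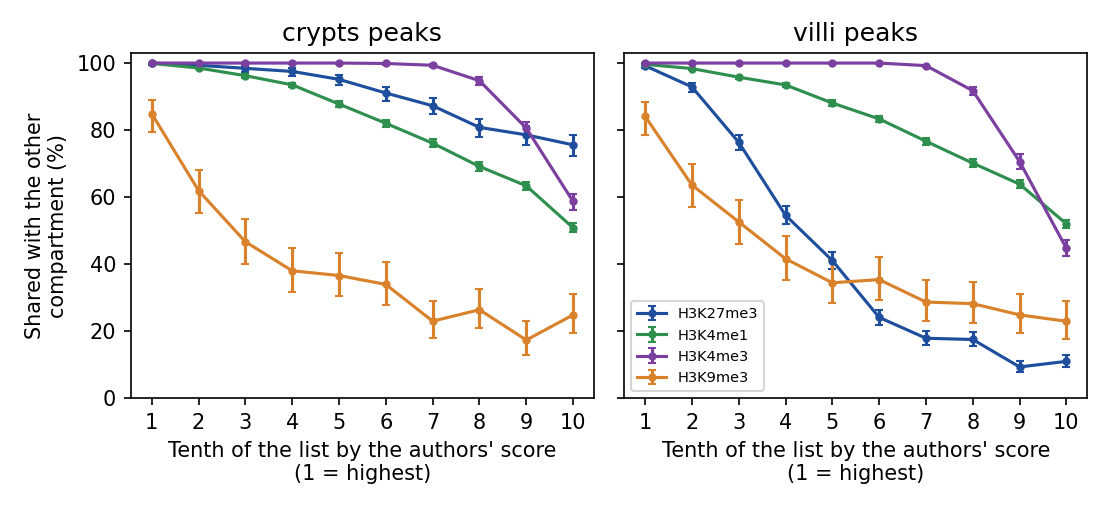
Share of peaks (%) that overlap a peak of the other compartment, in 10 bins of each list ranked by the authors' score (bin 1 is the highest), for crypts peaks (left) and villi peaks (right), with 95% Wilson intervals. In crypts the H3K9me3 line lies below the other 3 in every bin, from 84.9% to 24.9%, and in villi the H3K27me3 line passes below it in the lower bins.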

H3K27me3 presented instead a villi-specific accumulation of peaks suggesting that more differentiated compartments reduces their transcriptional plasticity. 

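The excess of H3K27me3 peaks in villi came from peaks without a counterpart in crypts. Of the crypts peaks, 6878 (90.4%, 95% Wilson interval 89.7 to 91.0%) overlapped a villi peak, but of the villi peaks only 6127 (44.4%, 43.6 to 45.2%) overlapped a crypts peak, against 2.72% and 1.59% on average for shuffled peaks. This left 733 peaks in crypts and 7670 in villi without a counterpart. The villi-only peaks had a median width of 1071 bp against 3024 bp for shared villi peaks, and 24.4% of them ranked in the top 50% of the list by score. With the top 50% of the villi list set against all crypts peaks, 72.8% were shared, and with a reciprocal overlap of 50% the shares were 55.7% in crypts and 30.7% in villi. H3K27me3 peaks found in both compartments were also wider in villi, with a median log2 width ratio of 0.32 and quartiles of 0.03 and 0.77 over 4736 pairs. Of the villi-only peaks, 12.2% lay within 1 kb and 47.3% within 10 kb of a crypts peak. The highest-scoring villi-only peak overlapped an exon of Mroh5 on chromosome 15 from 73837952 to 73842996. Another of the 3 highest-scoring ones overlapped an exon of Foxa2 on chromosome 2 from 148046430 to 148049482. With 1 library per compartment and an unknown depth, the number of peaks cannot be corrected for the sensitivity of the calls.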

Consistent with our data, while H3K27me3 was retained at repressed promoters, the intensity for all other histone PTMs close to the N-terminus of the histone tail were drastically decreased in villi at their specific deposition sites (Figure 4B–D), thus reflecting their loss due to protease cleavage. 

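The files used hold called peaks and not intensities, so the decrease in signal was not measured here, and what follows is whether a promoter that carried a peak in crypts still carried one in villi. For H3K27me3, 2722 of the 2860 promoters with a peak in crypts kept one in villi (95.2%, 95% Wilson interval 94.3 to 95.9%), and 791 further promoters carried one in villi alone. Of the 1419 promoters with H3K27me3 and no H3K4me3 peak in crypts, 1393 had an H3K27me3 peak in villi (98.2%, 97.3 to 98.7%). Where crypts had both marks, it was 1329 of 1441 (92.2%, 90.7 to 93.5%). A peak was also kept at 98.2% (97.9 to 98.4%) of the promoters with H3K4me3, at 90.2% (89.6 to 90.7%) of those with H3K4me1 and at 44 of the 83 with H3K9me3 (53.0%, 42.4 to 63.4%). A promoter here is the 1 kb on either side of any start site of a gene, and each gene was counted once. A peak kept in villi, or the other mark, could thus lie at another start site of the same gene. A window of 5 kb, chosen after the data were seen, gave 94.0% for H3K4me1.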

Overall, this demonstrates that PTMs deposition remains modulated in relation to the functional cellular state and that H3 clipping can be a mechanism to decrease the local concentration of specific histone modifications residing in the most N-terminal portion of the histone tail without affecting their ‘cell type’ specific localization.

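The genes fixed as markers of each compartment give the called peaks at single loci. An H3K4me3 peak lay within 1 kb of a start site at 5 of the 6 crypts markers in crypts and at 4 of them in villi, and at all 7 villi markers in both compartments. Olfm4, on chromosome 14 from 79984081 to 80023139, was the crypts marker that lost it. Its H3K4me3 peak in crypts, from 80000308 to 80004695, lay inside the annotated gene, within 1 kb of a start site of a protein-coding transcript. The annotated gene begins at 79984081, which was not among the protein-coding start sites used here. No H3K4me3 peak was called at that position in either compartment. The crypts peak had no counterpart in villi, where an H3K27me3 peak from 80003351 to 80005306 was called inside the gene. Lgr5, on chromosome 10 from 115450311 to 115587780, kept an H3K4me3 peak at its start site, 2989 bp wide in crypts and 1356 bp in villi, while the H3K27me3 peaks over the gene numbered 6 in crypts and 9 in villi. For H3K4me1, 6 of the 6 crypts markers had a promoter peak in both compartments, and of the 7 villi markers 6 had one in crypts and 5 in villi. Among the genes of the proteases, Ctsl had H3K4me3 and H3K4me1 promoter peaks in both compartments, and no peak of the 4 modifications lay at the promoters of Prss1, Prss2 and Prss3 in either. From the modulated positions of the modifications and their lower intensities in villi, the paper concludes that clipping can lower the local concentration of N-terminal modifications without changing where they lie.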

**Figure 4.**
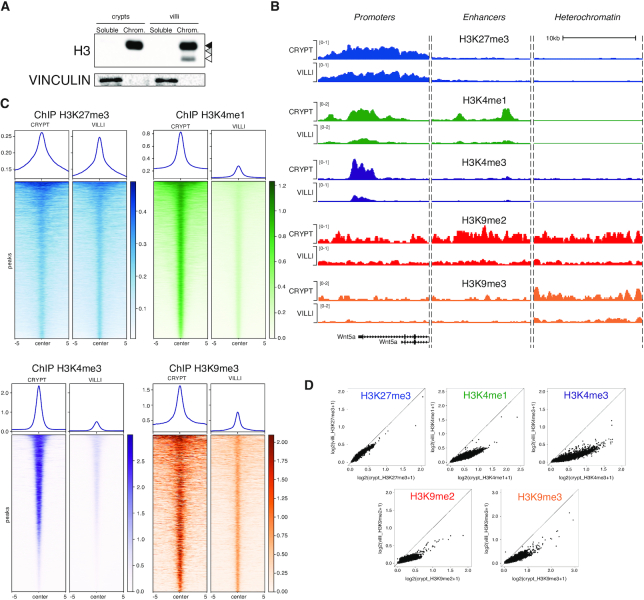
Genomic distribution of histone H3 modifications in crypts and villi. (**A**) Western blot analysis of endogenous histone H3 in soluble and chromatin bound fraction of crypts and villi cells. (**B**) Representative genomic snapshots of H3K27me3 (blue), H3K4me1 (green), H3K4me3 (purple) H3K9me2 (red) and H3K9me3 (orange) normalized ChIP-seq intensities across the Wnt5a gene locus, a representative enhancer and an heterochromatin region. (**C**) Heatmaps representing H3K27me3 (blue), H3K4me1 (green), H3K4me3 (purple) and H3K9me3 (orange) normalized ChIP-seq intensities across their corresponding peaks in villi samples. A genomic window of ±5 kb around the peak center is represented. (**D**) Scatter plots of H3K27me3 (blue), H3K4me1 (green), H3K4me3 (purple) and H3K9me3 (orange) genome-wide normalized ChIP-seq intensities. Each dot represents a 10 kb non-overlapping genomic window.

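Wnt5a lies on chromosome 14 of mm10 from 28504750 to 28527448, on the forward strand. A single H3K27me3 peak covered its start site in each compartment, from 28502822 to 28514742 (11921 bp) in crypts and from 28500476 to 28514805 (14330 bp) in villi, and ended inside the gene. H3K4me3 was called at the same start site, from 28504535 to 28507620 in crypts and from 28504644 to 28507067 in villi. H3K4me1 peaks of 3560 bp in crypts and 3457 bp in villi lay over the same place. No H3K9me3 or H3K9me2 peak touched the gene or its promoter. The enhancer and the heterochromatin region of the snapshots are not identified by position in the legend and were not examined here.

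**Figure D3:**
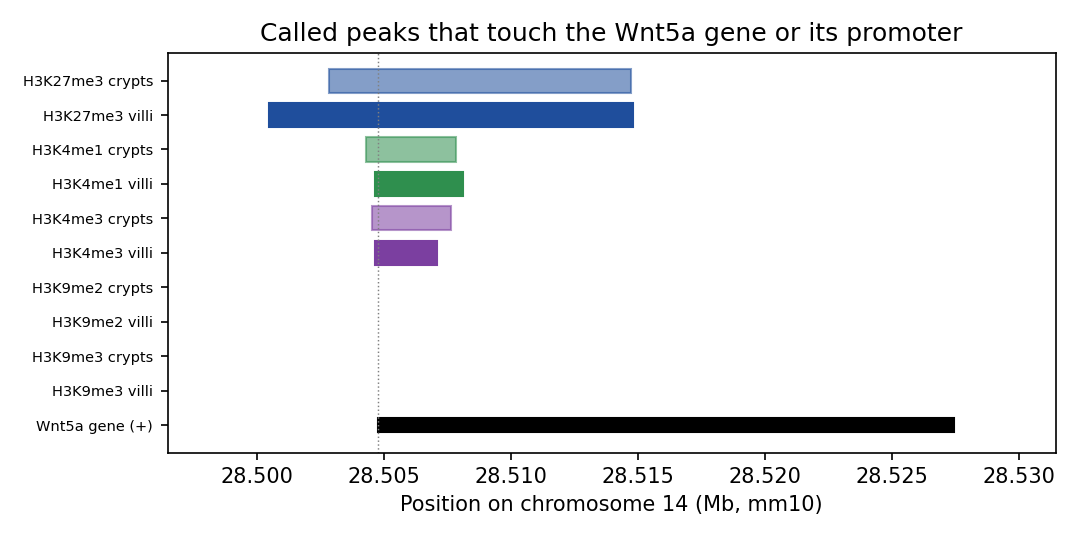
Called peaks that touch Wnt5a or the 1 kb around its start sites, by modification and compartment, along chromosome 14 (Mb, mm10). Bars run from the start to the end of a peak, the black bar is the gene and the dotted line its start; the H3K27me3 bars are the widest, 11921 bp in crypts and 14330 bp in villi.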

### Histone H3 tail cleavage is coordinated by both cysteine and serine proteases

In order to identify histone H3 proteolytic activities, we selected different protease inhibitors covering the same spectrum and concentrations of the inhibitor cocktail (P.I.C) used *in vitro* (Figure 1G). This included PMSF and Leupeptin to inhibit serine and cysteine proteases (35–38); Pepstatin A (PepA) for aspartic proteases (39) and EDTA for metallo-proteases. Aprotinin and AEBSF were used as serine specific protease inhibitors (36,40), while E64 was included to specifically inhibit cysteine proteases (41) (Supplementary Figure S4A). While EDTA and PepA had no effect, general serine/cysteine protease inhibitors fully abrogated H3 clipping (Figure 5A). Importantly, the pan-caspase inhibitor, Z-VAD-fmk (42), did not exert any inhibitory effect (Supplementary Figures S4B and C) excluding a contribution of Caspases activation and thus apoptosis in the proteolytic processing of H3 in the intestinal epithelium. The separate use of Aprotinin and E64 only showed a partial inhibition, however, their combined treatment fully inhibited proteolysis. Consistent with the MS data, no evident specificity towards particular H3 variants were observed (Supplementary Figure S4D). Together, this demonstrates that the combined activity of serine and cysteine proteases regulates the processing of histone H3 tails in intestinal villi.

**Figure 5.**
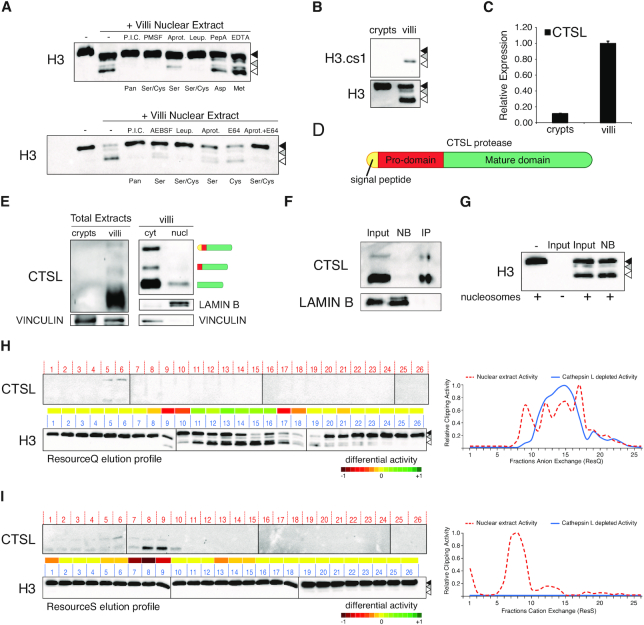
Cathepsin L is a cysteine protease involved in histone H3 clipping. (**A**) Clipping *in vitro* assay performed on nucleosomes purified from 293T cells using 10 ug of villi nuclear extract with or without protease inhibitors: Protease inhibitor cocktail III (P.I.C.), PMSF, AEBSF, Leupeptin (Leup.), Pepstatin A (PepA), EDTA, AEBSF, Aprotinin (Aprot.), E64 or a combination of these latter (Aprot.+E64). The labels below the blot indicate the specificity of the used inhibitors: all proteases (All); serine proteases (Ser), cysteine proteases (Cys), both (Ser/Cys), metallo-proteases (Met.), aspartic proteases (Asp). (**B**) Western blot analysis of endogenous histone H3 and H3.cs1 truncation extracted from intestinal crypt or villi. (**C**) Expression levels of CTSL in crypt and villi cells. Data represent mean ± SEM. (**D**) Scheme of Cathepsin L protein (CTSL). (**E**) Western blot analysis of CTSL in crypt and villi total extracts and in villi cellular compartments. (**F**) Western blot analysis of CTSL immunodepletion from villi nuclear extract. Lamin B was used as loading control (not bound, NB). (**G**) Clipping *in vitro* assay performed on nucleosomes purified from 293T cells using the same amounts of villi nuclear extract (input) and immunodepleted fraction (not bound, NB). (**H, I**) Elution profiles of CTSL and quantified *in vitro* activity obtained by incubating same amount of fractions eluted from anion (ResourceQ, H) or cation (ResourceS, I) exchange with unclipped nucleosomes for 2 h at 37°C. Heatmaps represent the differential activity with and without Cathepsin L (immunodepletion purifications vs nuclear extract purifications). Relative clipping activities on anion (right upper graph) or cation exchange fractions (right lower graph) purified from villi nuclear extracts (dashed red curves, as depicted in (Figure 2B and C)) and from villi nuclear extracts immunodepleted for Cathepsin L (blue curves).

### Cathepsin L is a cysteine protease involved in histone H3 tail clipping *in vivo*

The cysteine-protease Cathepsin L (CTSL) has been shown to retain proteolytic activity on histone H3 in other cellular contexts cleaving at residue A21. This creates a specific epitope called clipping site 1 (cs1) recognized by the H3.cs1 antibody (8). We detected cs1 among the endogenous truncated forms of H3 from villi (Figure 5B). Interestingly, H3.cs1 corresponded to an intermediate H3 truncation that was not the most abundant form. Consistently, this H3 truncation is formed *in vitro* by a villi-specific nuclear activity that was strongly inhibited by the cysteine protease inhibitor E64 (Supplementary Figure S4E). Overall, this suggests a direct involvement of CTSL in the villi-specific H3 proteolytic processing. CTSL full-length (inactive) and its processed (active) forms were found expressed in villi and also localized in the nucleus (Figure 5C–E). Thus, we immunodepleted CTSL from villi nuclear extracts using specific antibodies (Figure 5F) and tested the residual activity. Consistent with the contribution of distinct proteolytic activities, the CTSL-depleted nuclear lysate preserved efficient H3 cleavage also in the absence of CTSL (Figure 5G). However, to discriminate between the two putative activities with distinct elution properties, we further fractionated the CTSL-depleted lysate by ion exchange and found that while the Res Q activity was unaffected, the Res S activity was fully abrogated in absence of CTSL. Consistently, CTSL co-eluted specifically in the most active Res S fractions (Figure 5H and I), demonstrating that CTSL is one of the cysteine proteases responsible for histone H3 proteolytic cleavage in intestinal villi.

### The trypsin family of serine proteases are involved in histone H3 tail clipping in the intestinal villi

Trypsins are serine proteases produced and secreted in their inactive trypsinogen forms by pancreatic acinar cells, and released into the intestinal lumen at the duodenum level (43). Trypsins can also be expressed by other cell types including cells of the small intestinal tract (44). We found that villi transcribe high levels of different trypsin genes (PRSS1–3; Figure 6A) and that Trypsins are expressed in both crypts and villi (Figure 6B). Importantly, only villi showed nuclear Trypsin localization in agreement with the villi-specific proteolytic cleavage of histone H3 tails (Figure 6B). Time-dependent incubation of nucleosomal substrates with recombinant Trypsin generated an analogous pattern of N-terminal truncations (Figure 6C). Importantly, Trypsins eluted specifically on the ion-exchange Res Q with a bimodal profile, with one of the two elution peaks corresponding to high H3 proteolytic activity (Figure 6D and E). Finally, although Trypsins immunodepletion from villi nuclear extracts was not efficient (Figure 6F), the incubation of immunoprecipitates with native nucleosomes resulted in specific cleavage of histone H3 tails (Figure 6G). Together, these results indicate that intestinal-expressed Trypsins are the serine proteases involved in H3 proteolytic cleavage in differentiated villi.

**Figure 6.**
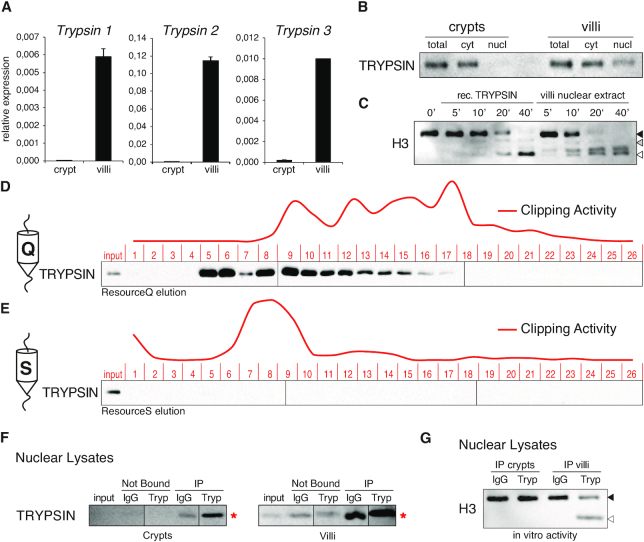
Trypsin is the serine protease involved in histone H3 clipping. (**A**) Expression levels of Trypsin 1, 2 and 3 in crypt and villi cells. Data represent mean ± SEM. (**B**) Western blot analysis of crypt and villi cellular compartments for trypsin localization. (**C**) Clipping *in vitro* assay using recombinant Trypsin or villi nuclear extract as enzymatic source. (**D, E**) Elution profiles of Trypsins from nuclear villi extract purification. Quantified *in vitro* activity of fractions was depicted as a red curve (see Figure 2). (**F**) Western blot analysis of Trypsin immunodepletion from crypts and villi nuclear extracts after 3 sequential rounds of immunopurification. Red asterisks indicate IgG light chains. (**G**) Clipping *in vitro* assay using immunoprecipitated Trypsins from crypt or villi nuclear extracts as enzymatic source. Mouse IgG were used as negative control.

### Histone H3 clipping regulates intestinal organoid homeostasis

To provide further evidence of direct H3 clipping in villi, we established mouse intestinal organoid (or minigut) cultures starting from single stem cells (45). We used single cells directly derived from purified crypts, which did not display neither clipped histone H3 *in vivo* nor clipping activity *in vitro* (Figure 1D and G). Only ISCs will give rise to 3D organoids under these culture conditions (45). Miniguts first acquire a spheroidal structure composed of ISCs and intestinal progenitor cells (46) to later develop into budded-shaped structures (referred to as organoids) comprising crypt-like protrusions and villi-like internal patches of differentiated cells that recapitulate the architecture and composition of the intestinal tissue (Figure 7A). Consistent with our results, fully grown organoids displayed faster migrating H3 bands with a molecular weight comparable to the truncated forms found *in vivo* (Figure 7B and Supplementary Figure S5A). This confirmed that also in 3D organoid cultures, histone H3 underwent specific N-terminal cleavage (Supplementary Figure S5A). Importantly, similar to villi vs. crypt preparations, undifferentiated spheroid cultures (enriched of progenitors) showed no H3 clipping recapitulating the *in vivo* context. Consistent with our *in vitro* data (Supplementary Figures S4B and C), treatment of organoids with the pan-caspase inhibitor Z-VAD-fmk showed no inhibitory effect on H3 clipping, excluding the involvement of apoptosis also in this experimental setup (Supplementary Figures S5B and S5C).

**Figure 7.**
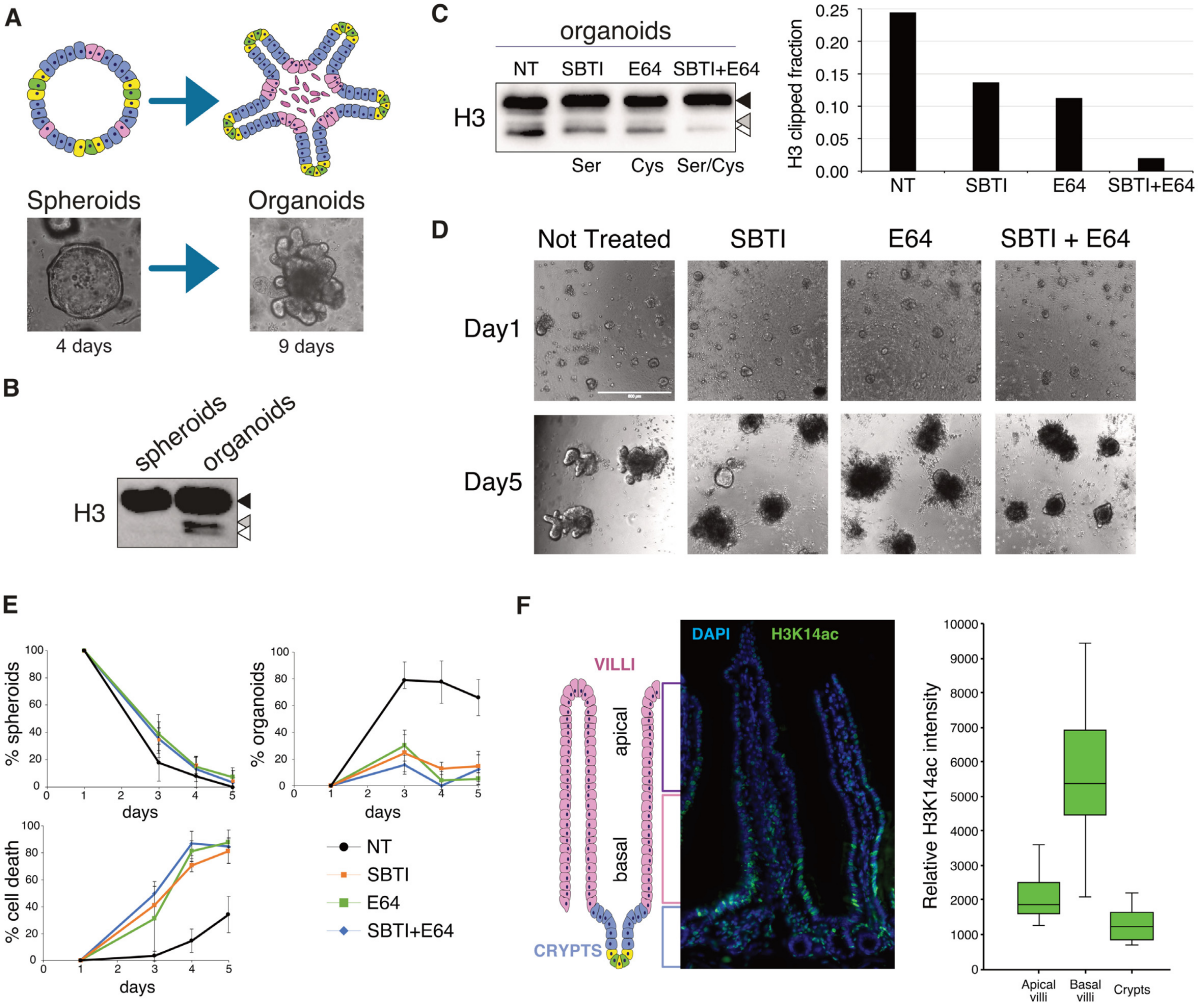
Histone H3 clipping is involved with intestinal organoids maturation. (**A**) Schematic representation and pictures of organoids cultured for 4 (spheroids) and 9 days (organoids). (**B**) Western blot analysis of histone H3 extracted from spheroids (3 days) and organoids (6 days). (**C**) Western blot analysis of histone H3 extracted from organoids cultured for 6 days in absence (not treated, NT) or in presence of Trypsins inhibitor (Soybean Trypsin Inhibitor, SBTI), cysteine inhibitor (E64) or a combination of both (SBTI + E64). Right graph represents the ratio of H3 clipped form over the full length in the four growth conditions. (**D**) Pictures of the treated organoids as in (C) at 1 and 5 days of growth. (**E**) % spheroids, % organoids and % cell death observed in the four conditions of the experiment in (C) and (D). (**F**) Immunofluorescence staining of H3K14ac (green) in the duodenum epithelial tissue. The DAPI (blue) staining represents the nucleus (magnification 40x). Box plots of normalized H3K14ac signal intensities along the crypt-villus axis (*N* = 8).

The separate exposure of intestinal organoids to the soybean trypsin inhibitor (SBTI) or to the cysteine protease inhibitor E64 only partially affected the levels of the clipped H3. Importantly, when SBTI and E64 were combined, H3 N-terminal clipping in organoids was further reduced (Figure 7C), thus confirming the existence of the same enzymatic activities also in intestinal organoid cultures. Importantly, SBTI and E64 treatment affected organoid growth and morphology. The transition from spheroids to fully differentiated organoids with crypt-like protrusions was clearly delayed (Figure 7D), leading to a higher level of organoid mortality (% cell death in Figure 7E). Together, these results suggest that inhibition of the proteases involved in histone H3 clipping interferes with spherical mini-guts maturation leading to their complete collapse (Figure 7D and E). Whether the observed defects in organoid growth and morphology are the direct consequence of the loss of H3 clipping remains to be investigated.

Finally, we performed immunofluorescence staining with a H3K14ac specific antibody on small intestinal sections. H3K14ac was specifically detected on an intermediate H3 truncated form in villi by western blot and MS analyses (Figure 3A and C). Indeed, H3K14ac was absent in the crypt but specifically present in the basal region of the differentiated villi and disappeared while cells moved towards the tip (Figure 7F and Supplementary Figure S5D). This result strengthens a model that links H3 clipping to *in vivo* differentiation of intestinal cells, opening to the possibility of a step-wise proteolytic process occurring along the villus, from its proximal to distal part (tip).

These findings provide *in vivo* relevance to previous reports that used cell culture models to associate histone H3 clipping with differentiation and ageing (8,10,17). Previous studies have identified distinct endopeptidases able to cleave the histone H3 tail in different biological contexts (8,17,47), raising questions on how H3 clipping is regulated. Our data show that multiple activities can target H3 in the same context providing a new perspective on a combined action that takes advantage of biochemically distinct activities.

Our data highlight also a potential greater sensitivity of Cathepsin L for native nucleosomes, opening to the possibility that histone tails PTM patterns could modulate its proteolytic activity. Previous structural studies of Cathepsin L in a complex with a histone H3 tail peptide did not highlight a particular influence of specific PTMs in cleavage (48). However, these experiments did not assess PTM-dependent modulation of Cathepsin L activity within a nucleosomal context or chromatin organization. The selectivity of PTMs on truncated forms of H3 in villi further suggests that cleavage could be non-homogenous within the same cells and guided by the chromatin environment. Although it is possible that histone tail removal could serve as a rapid mechanism to erase epigenetic modifications at specific sites, the promiscuity of the enzymes involved and the abundance of *in vivo* cleavage rather suggest a broader role in modifying general chromatin structure. Major chromatin changes usually imply repositioning, partial or complete eviction of nucleosomes or changes in histone variant compositions of the core octamer (49). Altering chromatin dynamics can maintain the active or silent state of targeted genomic regions (50). Interestingly, SWI/SNF complexes have been reported to remodel human tailless nucleosomes with lower efficiency (51). Moreover, even inter-nucleosomal interactions were found to be destabilized when histones lack their tails, suggesting a possible role for histone clipping in modulating chromatin 3D structure and/or the association of specific factors (52). Lately, H3 tails and their acetylation states on chromatin have been shown to influence histone H1 CTD condensation (53). It is therefore possible to envision histone clipping as an epigenetic irreversible modification that could impact on chromatin structure altering histones/DNA contacts during the differentiation towards specialized post-mitotic cells as it occurs in intestinal villi development.

Overall, our data propose a model where the activity of Cathepsin L and Trypsins can shape the nucleosome structure by coordinating histone tail cleavage during the maturation of ISC towards fully differentiated intestinal cells. Therefore, the development of more sophisticated models directly targeting histone clipping in this context will be required to fully elucidate the role of H3 processing in intestinal development.

## DATA AVAILABILITY

The mass spectrometry data have been deposited to the ProteomeXchange Consortium (54) via the PRIDE partner repository with the dataset identifier PXD022171. Crypts and villi H3K4me1, H3K4me3, H3K9me2, H3K9me3 and H3K27me3 datasets are available on Gene Expression Omnibus under the accession number GSE 160776.

## Supplementary Material

gkaa1228_Supplemental_Files Click here for additional data file.

# Supplementary material for: Intestinal differentiation involves cleavage of histone H3 N-terminal tails by multiple proteases
**Source:** Nucleic Acids Res. 2021 Jan 4;49(2):791–804. doi: 10.1093/nar/gkaa1228
**Supplement:** gkaa1228_Supplemental_Files

# **Intestinal Differentiation Involves Cleavage of Histone H3 N-Terminal Tails by Multiple Proteases**

**SUPPLEMENTARY MATERIAL**

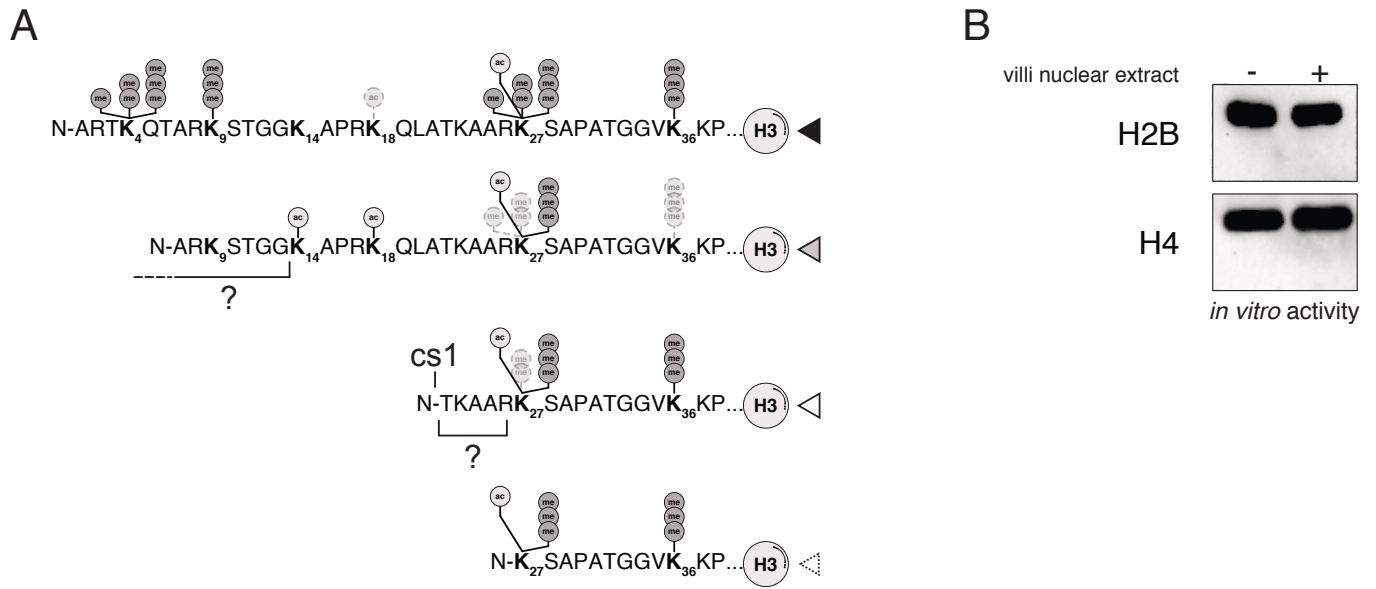

**Supplementary Figure S1. Histones N-terminal tails are cleaved in the differentiated cells of the mouse intestine, related to Figure 1.** (A) Schematic representation of histone H3 and its hypothesized forms based on Western blot results (arrow heads as in Figure 1B). Square brackets indicate potential cleavage sites (?) as determined by immunoblotting. The solid line marks the distal cleavage site (cs1). (B) Western blot analysis of H2B or H4 on clipping *in vitro* assay performed as in Figure 1G using nuclear villi extracts.

A

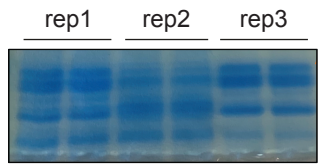

B

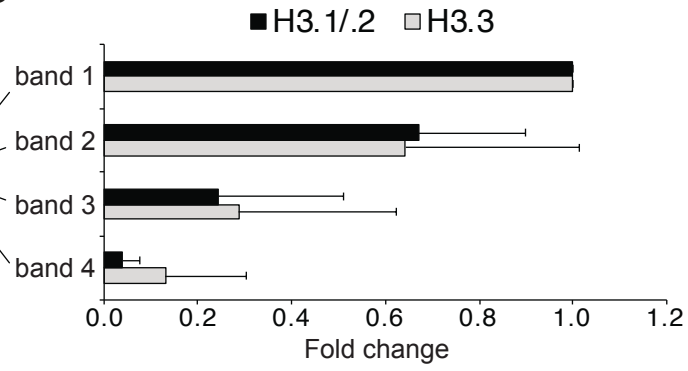

C

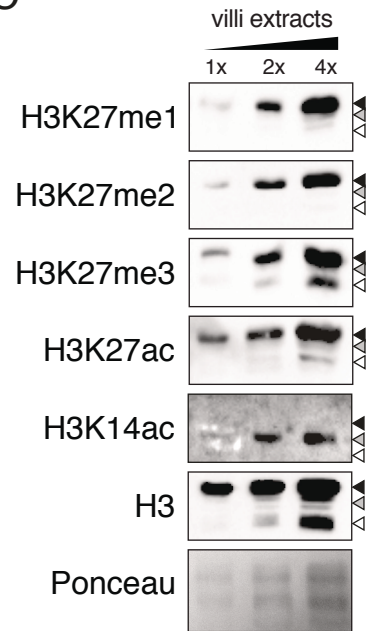

D

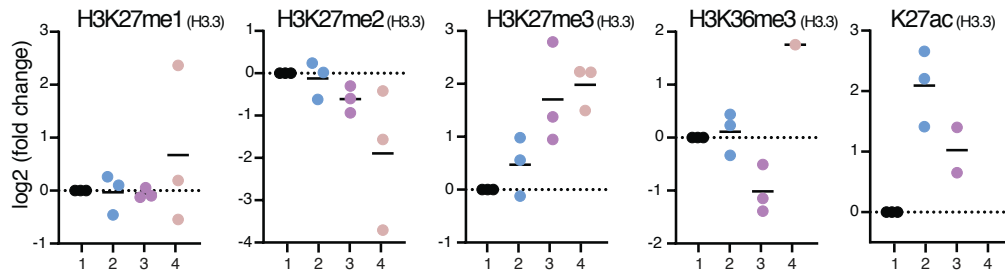

**Supplementary Figure S2. Mass Spectrometry analysis of histone H3 clipping in villi, related to Figure 3.** (A) Coomassie staining of histones from villi. Vertical lines indicate the gel cut areas corresponding to analysed bands. (B) Histone H3.1/2 and H3.3 levels in full-length (band 1, panel A) and clipped (bands 2-4, panel A) histone forms. These levels were calculated by using peptide 27-40, which differs in one amino acid in histone H3.1/2 and H3.3 and is thus distinguishable by MS. Error bars show the standard deviation from three biological replicates. (C) Western blot analyses of villi histone H3 with the indicated antibodies, specific for H3 PTMs. (D) Interleaved scatter plot display of the data shown in Figure 3A for selected histone H3.3 PTMs.

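Supplementary Table S1 lists, for 3 biological replicates of 4 gel bands of villi histones, the area under the curve of each peptide form in the light channel, which is the sample, and in the heavy channel, which is a labelled histone standard added in the same way to each band. The level of a variant is the sum of its peptide 27-40 areas in the light channel over that in the heavy channel, divided by the value of band 1 in the same replicate. From these areas, H3.1/2 was at 0.710 ± 0.259 of band 1 (SD, n = 3) in band 2, 0.181 ± 0.145 in band 3 and 0.0540 ± 0.0567 in band 4. H3.3 was at 0.652 ± 0.368 in band 2, 0.292 ± 0.342 in band 3 and 0.138 ± 0.184 in band 4 (SD, n = 3). The SD exceeded the mean for both variants in band 4 and for H3.3 in band 3, and the means of the variants differed by less than the SD of H3.3 in each band. Within replicates, H3.3 was the higher in all 3 in band 4, and neither variant was the higher throughout in bands 2 and 3. Replicate 2 carried much of the means of the smaller forms, since without it H3.1/2 was at 0.0993 in band 3 and 0.0217 in band 4, and H3.3 at 0.0977 in band 3 and 0.0322 in band 4. The levels also depend on the peptide. Relative to residues 73 to 83, each over band 1, residues 27 to 40 of H3.1/2 were at 1.11 ± 0.28 in band 2, 0.320 ± 0.208 in band 3 and 0.146 ± 0.0573 in band 4 (SD, n = 3). In bands 3 and 4, the levels given here are thus lower than those that residues 73 to 83 gave. The differences between bands were not tested. An exact sign-flip test of 3 paired values cannot give a p below 0.25, and tests that assume a distribution were not used.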

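The ratios of modified peptides were recomputed from the areas of Supplementary Table S1. The methods take the relative abundance of each modified peptide. Here all forms that carry a modification were summed, a choice made after it was seen to give values near most of the figures. The relative abundance in the light channel was divided by that in the heavy channel and set over band 1 of the same replicate, on the log2 scale. For H3K27me3 on H3.3, the 3 replicates gave -0.12, 0.98 and 0.56 in band 2, 0.95, 1.38 and 2.79 in band 3 and 2.23, 1.49 and 2.22 in band 4. The means were 0.47 ± 0.56, 1.71 ± 0.97 and 1.98 ± 0.42 (SD, n = 3). On H3.1/2 the same modification was at 0.04 ± 0.23 in band 2, 1.48 ± 0.47 in band 3 and 2.78 ± 0.69 in band 4 (SD, n = 3). All 3 replicates of both variants were thus above band 1 in bands 3 and 4. The variants differed by less than the sum of their SDs in each band, which leaves out the pairing by replicate. Within replicates, the value was higher on H3.3 in all 3 in band 2 and on H3.1/2 in all 3 in band 4. In band 3 the direction differed between replicates. H3K36me3 on H3.1/2 was at 0.54 ± 0.38 in band 2, -0.19 ± 0.68 in band 3 and 1.59 ± 0.35 in band 4. H3K27me1 on H3.1/2 was at 0.13 ± 0.23 in band 2, -0.26 ± 0.27 in band 3 and -0.48 ± 0.18 in band 4, and H3K27me2 at 0.00399 ± 0.12, -0.00355 ± 0.16 and -0.49 ± 0.43 (SD, n = 3). Both were below band 1 in all 3 replicates in band 4, the closest being -0.00349 for H3K27me2, and had replicates of either sign in bands 2 and 3. Using the light channel alone moved H3K36me3 in band 4 to 0.70.

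**Figure D4:**
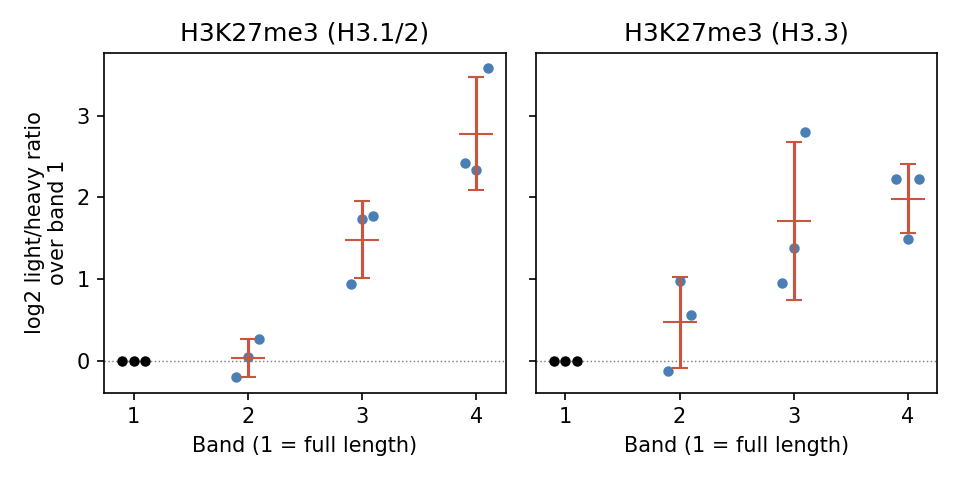
The log2 light/heavy ratio of H3K27me3 over band 1, on H3.1/2 (left) and H3.3 (right), by gel band. Dots are the 3 replicates, with band 1 at 0 by construction, and bars the mean and SD; on H3.1/2 the means are 0.04, 1.48 and 2.78 in bands 2, 3 and 4, and on H3.3 they are 0.47, 1.71 and 1.98.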

A

Crypt\_H3K27me3 Villi\_H3K27me3

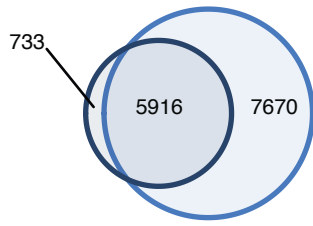

Crypt\_H3K4me1

Villi\_H3K4me1

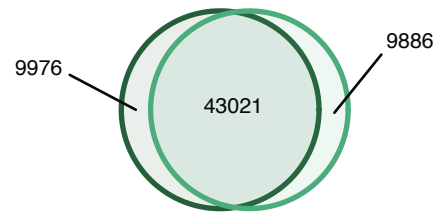

Crypt\_H3K4me3

Villi\_H3K4me3

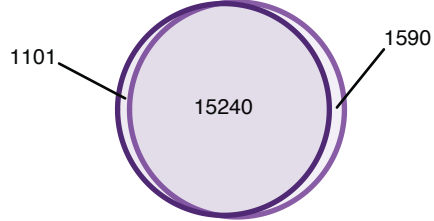

Crypt\_H3K9me3

Villi\_H3K9me3

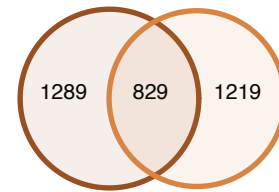

**Supplementary Figure S3. Genomic distribution of histone H3 modifications in crypts and villi, related to Figure 4.** (A) Venn diagrams showing the overlap between the target loci in crypts and villi for H3K27me3, H3K4me1, H3K4me3 and H3K9me3, respectively.

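A Venn diagram of peaks needs a rule for a peak of 1 compartment that meets several peaks of the other. Here overlapping peaks of both lists were merged into regions, and a region was counted as common when it held peaks of both. This gave 5794 common regions for H3K27me3, 42662 for H3K4me1, 15235 for H3K4me3 and 824 for H3K9me3. These numbers are lower than those of shared peaks in either list, since several neighbouring peaks of 1 compartment can meet 1 wide peak of the other. For H3K4me1, 9976 peaks were found in crypts only and 9886 in villi only. The common base pairs came to 18.6 Mb for H3K27me3, 26.4 Mb for H3K4me3 and 0.999 Mb for H3K9me3. Peaks found in 1 compartment only were narrower than common ones for all 4 modifications, as with H3K4me1 in crypts, where the median width was 790 bp against 1524 bp.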

A

| proteases inhibitors                         |                       |                       |                       |
|----------------------------------------------|-----------------------|-----------------------|-----------------------|
| Serine<br>Proteases                          | Cysteine<br>Proteases | Metallo-<br>Proteases | Aspartic<br>Proteases |
| Aprotinin                                    |                       |                       |                       |
| AEBSF                                        |                       |                       |                       |
| PMSF                                         |                       |                       |                       |
| Leupeptin<br>(with trypsin-like specificity) |                       |                       |                       |
|                                              | E64                   |                       |                       |
|                                              |                       | EDTA                  |                       |
|                                              |                       |                       | Pepstatin A           |
| Protease Cocktail Inhibitors (P.I.C.)        |                       |                       |                       |

B

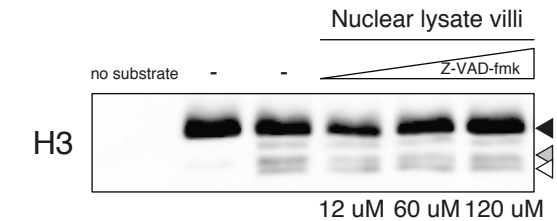

C

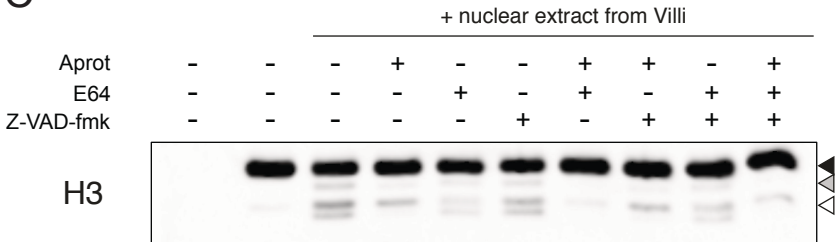

D

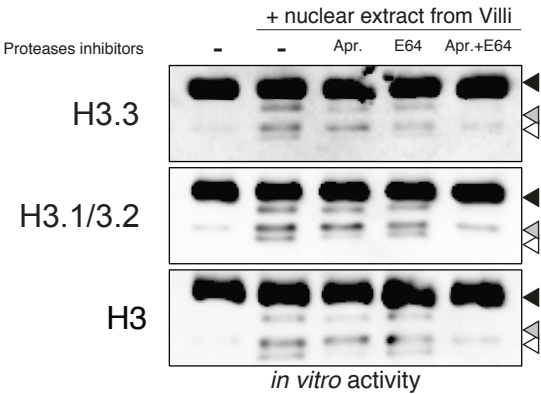

E

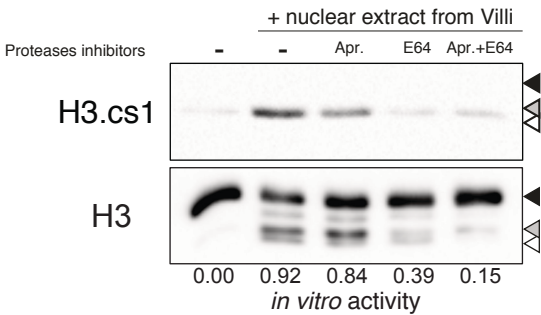

**Supplementary Figure S4. Cathepsin L is the Cysteine protease involved in histone H3 clipping, related to Figure 5.** (A) Table resuming the spectrum of inhibition for the used compounds in Figure 5A. (B) Clipping *in vitro* assay performed on nucleosomes purified from 293T cells using 10 ug of villi nuclear extract with or without increasing amounts of Z-VAD-fmk, pan-caspase inhibitor: 12 uM, 50 uM and 120 uM. (C) Clipping *in vitro* assay performed as in (B) with or without protease inhibitors: Aprotinin (Aprot.), E64, Z-VAD-fmk or a combination of them. (D) Western blot analyses of histone H3 and its variants, H3.1/.2 and H3.3, of clipping *in vitro* assay performed with or without protease inhibitors: Aprotinin (Aprot.), E64 or a combination of these latter (Aprot.+E64). (E) Western blot analyses of histone H3 and H3.cs1 truncation of clipping *in vitro* assay performed with or without protease inhibitors: Aprotinin (Aprot.), E64 or a combination of these latter (Aprot.+E64) with the indicated antibodies, specific for H3 PTMs. Numbers below indicate intensities ratio of clipped vs full length H3 signals as clipping quantification.

A

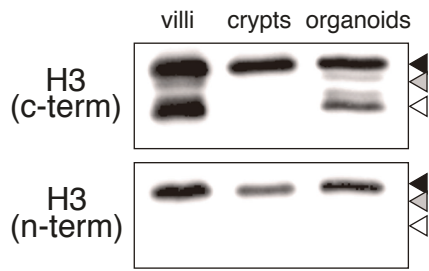

B

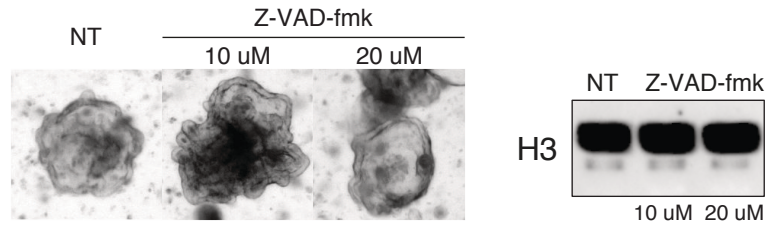

C

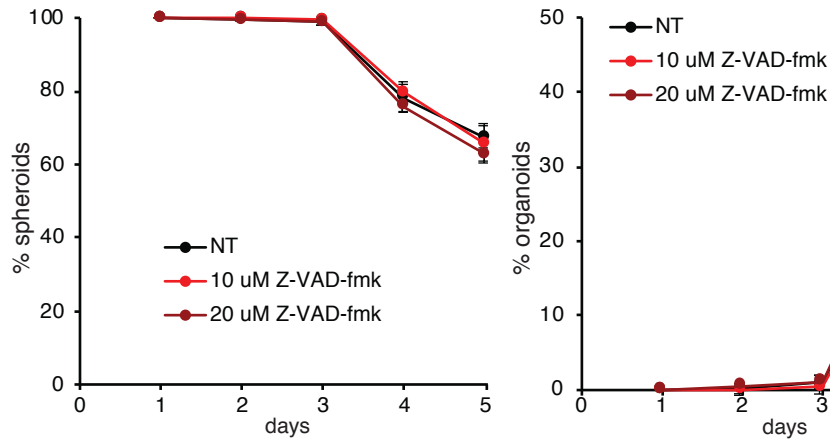

D

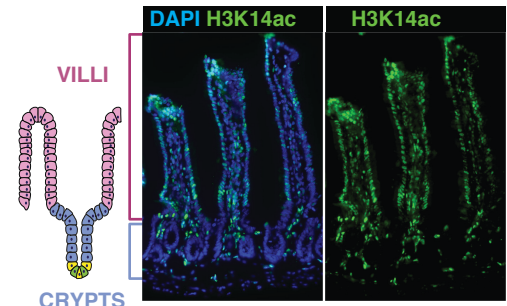

**Supplementary Figure S5. Histone H3 clipping is involved with intestinal organoids maturation, related to Figure 7.** (A) Western blot analysis of histone H3 deriving from villi, crypts or organoids using antibodies raised against opposite extremities of H3 (C-terminus and N-terminus). (B) Pictures at 5 days of growth and Western blot analysis of histone H3 extracted from organoids cultured for 6 days in absence (Not Treated, NT) or in presence of pan caspase inhibitor (Z-VAD-fmk, 10 uM and 20 uM). (C) % spheroids and % organoids observed in the three conditions of the experiment in (B). (D) Immunofluorescence staining of H3K14ac (green) in the duodenum epithelial tissue. The DAPI (blue) staining represents the nucleus (magnification 40x).

**Supplementary Table S1.**

AUC values measured for all the H3 samples analyzed

**Supplementary Table S2.**

List of antibodies and compounds used in this study

How the deposited data were processed for this re-analysis (not part of the article)

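ChIP-seq was analysed from 12 libraries of mouse small intestine, crypts and villi, each with an input and immunoprecipitations of H3K27me3, H3K4me1, H3K4me3, H3K9me2 and H3K9me3, 1 library per compartment and modification. Files of 10 libraries were used, and for the 2 inputs no file was analysed here. Chromatin and bead amounts differ between the methods and the sample labels, and the samples were grouped by compartment and modification, on which both give the same information.

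The authors aligned read pairs to mm10 and dm6 with bowtie, removed duplicates with samblaster, discarded reads that mapped to both genomes and called peaks with MACS2, with no pooling stated. The methods name no control for the calls, and the names of the deposited lists pair each library with the input of its compartment. The methods name this peak calling for 4 modifications, and the H3K9me2 lists have the same form. The deposited files are peak lists without a header, and their value per peak was taken as the authors' −log10 p-value from the stated threshold, since it was 10 or more in each list. A q-value on the same scale is not excluded. It is not scaled by the spike-in, depends on the depth of its library and was used only to describe, rank or filter peaks within a list. The numbers in the peak names have gaps, up to 26393 in the villi H3K27me3 list of 13797 peaks, so the lists were reduced after numbering by a step that the paper's text does not name, for which a threshold applied after calling would be enough. Each peak of the lists lies within the chromosome lengths of GRCm38, and no peak overlaps another of its list.

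Overlaps, merging, Jaccard indices and shuffles were computed with bedtools 2.31.1, and other values with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1. Figures were drawn with Matplotlib 3.10.9. Peaks were counted as shared at an overlap of at least 1 bp. The peaks were shuffled 100 times with fixed seeds within their chromosomes, outside sequence gaps. Start sites came from protein-coding transcripts of the GENCODE M21 annotation of GRCm38, the assembly that mm10 names, and repeat content from the soft-masked bases of the reference sequence. The overlap code was tested on 20000 simulated peaks, of which it found the 13000 planted as shared and no other.

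No read counts are in the lists, so depth is unknown, and with 1 library per group no test was made between crypts and villi. The 95% Wilson intervals cover counting error only, and neighbouring peaks are not independent. The text names the genes the paper names beside these data, markers of crypts and villi and the Hox clusters. All of these were fixed before the data were examined. Also named are the genes nearest to some of the 3 highest-scoring peaks of each list without a counterpart. The genes at or nearest to the crypts H3K9me2 regions are named as well. Xist was chosen afterwards. Alternatives covered the overlap rule, the top 50% of each list by score, merging of peaks under 1 kb apart, autosomes only and the window around start sites.

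The paper states that its mass spectrometry data were deposited separately, through PRIDE, and that deposit was not used here. The values were recomputed from the areas of Supplementary Table S1 for 3 replicates of 4 bands, with a blank area taken as 0 in a sum. All forms that carry a modification were summed, a choice settled after it was seen to give values near those of the paper's figures for most modifications. The alternatives were leaving out each replicate in turn and the light channel alone.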

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

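The tests of peak strength, chromosome X copies, the sex of the chromatin, soft-masked H3K9me2 sequence and other marks at H3K9me2 regions were chosen after the values that decide them had been seen in whole or in part. Those of soft-masked sequence on chromosome X and of the reduction of the lists were written down before their values were computed, but the limits that decide every test were set with the values known.

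The paper does not discuss chromosome X, where H3K4me1 peaks numbered 706 in crypts and 344 in villi. Of those in crypts, 34.4% (95% Wilson interval 31.0 to 38.0%) overlapped a villi peak, against 82.4% on the autosomes, where single chromosomes ranged from 80.5% to 84.6%. Peaks on chromosome X were weaker, but 1000 draws of autosomal crypts peaks with the same −log10 p-values gave 65.8% on average and at least 60.1%, which argues against peak strength as the whole cause. Repeats as the whole cause are argued against too, since crypts H3K4me1 peaks on chromosome X with under 10% of their bases soft-masked were shared in 39.2% of cases.

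The peak numbers of the H3K4me1 lists span 1175 calls on chromosome X in crypts and 872 in villi, so the villi library was lower before the lists were reduced, by a ratio of 0.742 against 1.08 on the autosomes. The reduction then left out 39.9% of the crypts calls and 60.6% of the villi calls on chromosome X, against 19.8% and 24.4% on the autosomes. It therefore widened the difference without making all of it.

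Fewer copies of chromosome X in all villi libraries would lower the peaks of other marks there too. Relative to the autosomes, the ratio of villi to crypts peaks on chromosome X was 0.478 (95% interval 0.420 to 0.544) for H3K4me1. It was 0.988 (0.682 to 1.43) for H3K27me3, whose peaks are also close to the threshold and numbered 43 in crypts and 77 in villi, and 0.971 (0.850 to 1.11) for H3K4me3. This argues against fewer copies in all villi libraries as the whole cause. Male chromatin in the villi H3K4me1 library and female chromatin in the crypts one stay open. Chromosome Y carried 3 H3K4me1 peaks in crypts and 1 in villi, none of them shared, which is the reverse of what this explanation would give. In other libraries it carried 7 H3K4me3 peaks in each compartment, and 12 H3K9me3 peaks in crypts and 17 in villi. No list of the 4 modifications had a peak at the Xist promoter. These counts are too low to decide. With 1 library each, this explanation and a difference between the compartments in H3K4me1 on chromosome X cannot be told apart.

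The paper's text on the ChIP-seq reports no called peaks for H3K9me2. The list of crypts holds 6 regions and that of villi 3. The crypts list is given here because its count is above the 3 that a count of 0 allows, which says nothing of enrichment or of a difference between crypts and villi. The crypts regions lie on chromosome 10 from 58231489 to 58231950, in an exon of Duxf3, on chromosome 11 from 3154931 to 3155778, 3161073 to 3161572 and 3162589 to 3163135, all in Sfi1, on chromosome 12 from 86240937 to 86241563, 294 bp from Gpatch2l, and on chromosome 8 from 81016164 to 81016761, 1235 bp from Usp38. The villi regions lie on chromosome 1 from 85093943 to 85094385, chromosome 14 from 19417830 to 19418619 and chromosome 9 from 3001490 to 3001971. Soft-masked repeats cover at least 50% of 1 of the 6 crypts regions and of 2 of the 3 villi regions, so with so few regions repeated sequence is not excluded. All 6 overlap a peak of another modification in crypts and in villi, 4 of them H3K9me3 in both, which would be seen if these were regions where signal is called with several antibodies, for instance through copies missing from the reference. No input coverage was analysed here, so enrichment for H3K9me2 itself and such a signal remain open.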

How the results depend on the processing

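The results were recomputed under alternatives fixed before the data were examined, apart from the 5 kb promoter window, which was added afterwards. No paired analysis was possible because there is 1 library per compartment and modification. Across the peak lists, H3K9me3 had the lowest and H3K4me3 the highest shared share in both compartments under each setting, but some margins were narrow. With the other list extended by 1 kb, crypts H3K4me3 was at 93.7% and H3K27me3 at 93.3%, and with a reciprocal overlap of 50%, villi H3K9me3 was at 30.0% and H3K27me3 at 30.7%. The causes of the shifts below were not tested.

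With a reciprocal overlap of 50%, the shared shares in crypts and villi were 55.7% and 30.7% for H3K27me3, 68.1% and 67.3% for H3K4me1, 89.4% and 86.8% for H3K4me3, and 29.5% and 30.0% for H3K9me3. With the other list extended by 1 kb they were 93.3% and 51.2% for H3K27me3, 85.0% and 85.2% for H3K4me1, 91.2% for H3K4me3 in villi and 41.5% for H3K9me3 in crypts. With peaks under 1 kb apart merged they were 89.6% and 45.5% for H3K27me3, 83.02% and 83.07% for H3K4me1 and 91.4% for H3K4me3 in villi, and the Jaccard index of H3K4me1 was 0.649. With the top 50% of both lists they were 92.7% and 48.4% for H3K27me3, 71.7% and 72.0% for H3K4me1, and 94.1% and 91.5% for H3K4me3, with a Jaccard index of 0.555 for H3K4me1 and 0.765 for H3K4me3. With the top 50% of a list against the whole other list they were 98.1% and 72.8% for H3K27me3, 95.2% and 95.1% for H3K4me1, 100% and 100% for H3K4me3, and 53.6% and 55.2% for H3K9me3. On the autosomes alone, the crypts share of H3K4me1 was 82.4% and its Jaccard index 0.645. By construction, the top 50% by score left 3806 and 6899 H3K27me3 peaks in crypts and villi, 27321 and 27671 for H3K4me1, 8245 and 8489 for H3K4me3 and 1063 and 1045 for H3K9me3, which tests nothing about the ratio of villi to crypts.

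H3K4me3 peaks that overlap H3K27me3 fell to 1024 in crypts and 1266 in villi when 50% of the H3K4me3 peak had to be covered, and to 44 and 113 in the top 50% of both lists, in each case with more in villi. Of the 24 other results, 26 of 52 alternatives moved the value, 23 of them shares near a start site, and none reversed. Within 5 kb, a window set beforehand, the H3K9me3 share was 13.6% in crypts and 11.0% in villi, against 3.67% and 3.06% within 1 kb. With the top 50% by score, the H3K27me3 share rose from 43.9% to 60.2% in crypts and from 30.1% to 46.2% in villi. No alternative put a share near a start site below its main value. By construction, the 5 kb window and the use of all annotated genes could only raise it, so only the top 50% by score tested this.

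In the mass spectrometry, the light channel alone gave -0.66 in band 3 and -0.67 in band 4 for H3K27me1, 0.70 in band 4 for H3K36me3, 0.99 in band 2 and 1.11 in band 3 for H3K27ac, and -1.29 in band 3 for the H3.1/2 level. It reversed the levels in band 2, from -0.57 on the log2 scale to 1.13 for H3.1/2 and from -0.80 to 0.71 for H3.3, where the replicates had been of either sign. Without the heavy standard the amount of each band is not accounted for. The sign also changed for H3K27me1 in band 2, from 0.13 to -0.08, for H3K36me3 in band 3, from -0.19 to 0.16, and for H3K9me2, whose mean was 0.00. Leaving out each replicate in turn, the sign of H3K36me3 in band 3 rested on replicate 2, without which its mean was 0.13. Other signs that changed were of means between -0.00355 and 0.0365.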

Differences from the paper's values

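All of the paper's values below were read by eye from figures. For H3K36me3 on H3.1/2 in band 2, the paper's mean is about -0.4 in Figure 3D, read by eye, whereas the areas of Supplementary Table S1 gave a log2 light/heavy ratio over band 1 of 0.54 ± 0.38 (SD, n = 3). In band 3 the paper's mean is about 0.9 in Figure 3D, read by eye, and the recomputed one was -0.19 ± 0.68. None of the alternatives set before the data were examined closed either gap. Without replicate 1, 2 or 3, the mean was 0.43, 0.42 or 0.76 in band 2 and -0.14, 0.13 or -0.54 in band 3, and with the light channel alone it was 0.80 in band 2 and 0.16 in band 3. Sets of up to 3 peptide forms were also searched after the gap had been seen, and none came near the figure in all 3 bands. In band 4 the values did not differ. The other 19 of the 21 mass spectrometry values and all 12 peak numbers of the Venn diagrams that were compared lay within the error or a factor of 1.5.

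The paper describes H3K9me2 and H3K9me3 as less abundant on full-length H3 than on its truncated form. In the areas of Supplementary Table S1, H3K9me3 in band 2 was below full-length H3 in all 3 replicates, at -0.21 ± 0.04 on the log2 scale (SD, n = 3), and H3K9me2 was at 0.00 ± 0.06. The paper's own mean for H3K9me3 is about -0.21 in Figure 3B, read by eye, so for this mark the recomputed value differs from the sentence and not from the figure. For H3K27me1, described as enriched on full-length H3, the mean was 0.13 ± 0.23 in band 2, -0.26 ± 0.27 in band 3 and -0.48 ± 0.18 in band 4. For H3K27me2, described in the same way, it was 0.00399, -0.00355 and -0.49 ± 0.43. For both the direction held in all replicates in band 4 only. The means in Figure 3D, read by eye, are about 0.13, -0.25 and -0.45 for H3K27me1, and about -0.5 for H3K27me2 in band 4. The recomputed values did not differ from these.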

Other observations

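The tests of peak rank, repeats, inputs, widths and covered length below were chosen after the result had been seen, and only the one of H3K4me1 at H3K27me3 peaks before.

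The lower sharing of H3K9me3 was weighed against closeness to the calling threshold. Within each list, sharing fell with rank, so weak peaks contribute. The top 10% of H3K9me3 peaks in crypts was shared in 84.9% (79.5 to 89.1%), against 99.9% for H3K4me1 and 100% for H3K4me3 and H3K27me3. This decides nothing, because the top 10% starts at a −log10 p-value of 20.4 for H3K9me3, but at 29.6 for H3K27me3, 40.6 for H3K4me1 and 449 for H3K4me3, so equal rank is not equal distance from the threshold. Repeats as the whole cause are argued against by the H3K9me3 peaks in crypts with under 50% of their bases soft-masked, of which 43.4% (40.7 to 46.2%) were shared. Closeness to the threshold, through a lower enrichment or depth of the H3K9me3 libraries, and a difference between the compartments cannot be told apart, since depth is unknown and scores are not comparable between lists.

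The higher number of H3K27me3 peaks in villi may be technical in part. A difference between the inputs, with which the names of the lists pair the libraries, would raise the other marks as well, and their largest ratio of peaks, villi over crypts, was 1.03. Calling the same domains in more pieces would leave the covered length unchanged, and it rose by a ratio of 1.76 beside 1.81 for the number of peaks. A deeper or more enriched villi H3K27me3 library would widen the peaks found in both compartments, and their median log2 width ratio was 0.32, against -0.01 for H3K4me1 and -0.03 for H3K4me3. Such a library and a real spread of H3K27me3 in villi would both give wider and more peaks, and with 1 library each these were not separated.

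A hypothesis was that the villi-only H3K27me3 peaks mark sites that were active in crypts. Of these 7670 peaks, 9.80% (9.16 to 10.5%) overlapped a crypts H3K4me1 peak, above the 6.77 to 7.69% of 20 shuffles. The H3K27me3 peaks shared by both compartments, which are wider, did so in 39.1% (37.8 to 40.3%), against 10.5 to 11.6% of their shuffles. Crypts H3K4me3 peaks were overlapped by 5.76% of villi-only peaks, against 1.97 to 2.49% shuffled, and by 24.8% of shared peaks, against 3.53 to 4.13%. The overlap is thus no particular property of the villi-only peaks, and the hypothesis was not borne out for them as a set. Shared villi peaks lay within 1 kb of a start site in 50.4% of cases and villi-only peaks in 14.0%. The comparison therefore cannot exclude the hypothesis for some of the villi-only peaks. Of the 791 promoters with H3K27me3 in villi alone, 348 carried H3K4me3 in crypts and 346 carried it in villi.

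In Supplementary Table S1, the level of residues 27 to 40 of H3.1/2 relative to that of residues 73 to 83, each over band 1, was 1.11 ± 0.28 in band 2, 0.320 ± 0.208 in band 3 and 0.146 ± 0.0573 in band 4 (SD, n = 3), and at most 0.510 in each of the 6 samples of bands 3 and 4. No explanation was tested for this.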
